# Inhibition of the neuromuscular acetylcholine receptor with atracurium activates FOXO/DAF‐16‐induced longevity

**DOI:** 10.1111/acel.13381

**Published:** 2021-07-06

**Authors:** Rebecca L. McIntyre, Simone W. Denis, Rashmi Kamble, Marte Molenaars, Michael Petr, Bauke V. Schomakers, Mizanur Rahman, Siddhartha Gupta, Marton L. Toth, Siva A. Vanapalli, Aldo Jongejan, Morten Scheibye‐Knudsen, Riekelt H. Houtkooper, Georges E. Janssens

**Keywords:** acetylcholine, aging, atracurium, DAF‐16, FOXO, longevity, neuromuscular junction

## Abstract

Transcriptome‐based drug screening is emerging as a powerful tool to identify geroprotective compounds to intervene in age‐related disease. We hypothesized that, by mimicking the transcriptional signature of the highly conserved longevity intervention of *FOXO3* (*daf*‐*16* in worms) overexpression, we could identify and repurpose compounds with similar downstream effects to increase longevity. Our *in silico* screen, utilizing the LINCS transcriptome database of genetic and compound interventions, identified several FDA‐approved compounds that activate FOXO downstream targets in mammalian cells. These included the neuromuscular blocker atracurium, which also robustly extends both lifespan and healthspan in *Caenorhabditis elegans*. This longevity is dependent on both *daf*‐*16* signaling and inhibition of the neuromuscular acetylcholine receptor subunit *unc*‐*38*. We found *unc*‐*38* RNAi to improve healthspan, lifespan, and stimulate DAF‐16 nuclear localization, similar to atracurium treatment. Finally, using RNA‐seq transcriptomics, we identify atracurium activation of DAF‐16 downstream effectors. Together, these data demonstrate the capacity to mimic genetic lifespan interventions with drugs, and in doing so, reveal that the neuromuscular acetylcholine receptor regulates the highly conserved FOXO/DAF‐16 longevity pathway.

## 1 INTRODUCTION

Aging is a major risk factor for disease, and in recent years, cellular pathways and interventions influencing the aging process have steadily been uncovered. These are classified as the hallmarks of aging (López‐Otín et al., 2013), which range from intracellular alterations, such as deregulated nutrient signaling pathways, to altered intercellular communication (López‐Otín et al., 2013). Many genetic interventions have been identified to slow the progression of aging processes, and thereby progression of disease (Figure 1a). Identification of pharmacological means to address this risk would be of great benefit to society (Figure 1a) (Partridge et al., 2020).

**FIGURE 1:**
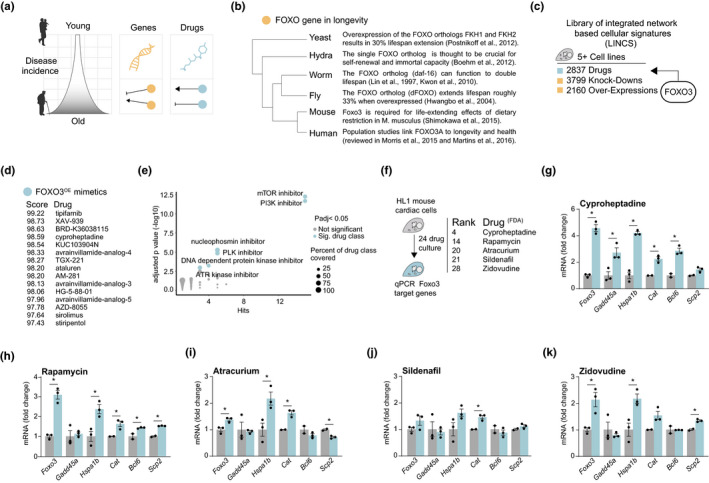
In silico drug screen identifies compounds that mimic transcriptional signature of FOXO3 overexpression. (a) Schematic depicting the increased incidence of disease throughout the aging process. Many genetic interventions (orange) have been described that intervene in the aging process to promote health and increase lifespan. Drug interventions (blue) are less prevalent, but here we describe efforts to identify compounds capable of producing the same effects. (b) FOXO's conserved role in longevity regulation across the phylogenetic tree. FOXO and its orthologs directly regulate, or are associated with, aging in organisms as distantly related as yeast and humans. (c) The library of integrated network‐based cellular signatures (LINCS), a database that holds a core set of transcriptional signatures from at least five different commonly used cell lines. Transcriptional signatures for over 2500 drugs, over 3500 gene knock‐downs and over 2000 gene over expressions are available. We used the *FOXO3* overexpression transcriptional signature present in LINCS to query for mimetic compounds. (d) The top 15 hits mimicking *FOXO3* overexpression from the LINCS core compounds and their summary score integrating results from all cell lines tested. All compound hits can be found in Table S1. (e) Enrichment of drug classes in the candidate list, shows mTOR and PI3K inhibitors as highly enriched drug classes for their potential to mimic *FOXO3* overexpression among the candidate drugs. Names of drug classes are only displayed if passing significance of enrichment (adjusted *p* < 0.05, *Y* axis). Number of drug hits from the drug class is depicted on the *X* axis, while sizes of the dots in the scatterplot denote what percentage of the drug class were hits (i.e., 5 hits out of a class of 10 would denote a 50% coverage). (f) Schematic of *in vitro* validation method to test candidate drugs. HL1 mouse cardiac cells were cultured with compounds for 24 h of exposure. *FOXO3* and target gene expression was assessed by qPCR (mRNA level normalized to reference gene *Gapdh*). The top 5 ranked compounds from the candidate list (figure d) that also had FDA approval status were used for testing. (g–k) The expression levels of *Foxo3* and its target genes—*Gadd45a*, *Ccng2*, *Hspa1b*, *Cat*, *Bcl6*, *Scp2* as assessed by qPCR—in either control cells (gray) or cells treated with drug candidates (blue)—cyproheptadine (g), rapamycin (h), atracurium (i), sildenafil (j), and zidovudine (k). All drugs were assessed at a concentration of 50 µM, except for rapamycin that was assessed at 10 µM to avoid toxicity. Asterisk indicates significantly increased expression for each gene (*p* < 0.05, *t* test) with the drug relative to control

The hallmark of deregulated nutrient signaling includes many well‐described longevity pathways, such as mechanistic target of rapamycin (mTOR) and Phosphatidylinositol 3‐kinase (PI3K) (Houtkooper et al., 2010). Integrated with both of these is the highly conserved genetic longevity intervention: activation or overexpression of the Forkhead Box O (FOXO) family of transcription factors. Overexpression of FOXO and its orthologs have been shown in yeast, worms, and flies to increase lifespan (Figure 1b) (Hwangbo et al., 2004; Kwon et al., 2010; Lin et al., 1997; Postnikoff et al., 2012). In hydra, FOXO is thought to be crucial for immortality (Boehm et al., 2012), and in mice, it is required for the lifespan‐extending effects of dietary restriction (Figure 1b) (Shimokawa et al., 2015). In humans, the *FOXO3a* variant is specifically associated with longevity (Figure 1b) (Martins et al., 2016; Morris et al., 2015).

Another hallmark of aging, altered intercellular communication, is most often discussed in relation to inflammation. Yet, more recently, the role of other forms of intercellular communication in the aging process has begun to emerge. One that is particularly relevant to this study is acetylcholine (ACh) signaling at the neuromuscular junction (NMJ). In *Caenorhabditis elegans*, ACh supplementation has been shown to improve stress tolerance (Furuhashi & Sakamoto, 2016). However, increased cholinergic transmission was shown to accelerate neurodegenerative phenotypes in mice (Sugita et al., 2016). There is currently limited insight into the specific role of NMJ ACh signaling in aging and longevity, yet a connection may be present.

The identification of geroprotectors, compounds that can slow the aging process to delay the onset of age‐related diseases, is a relatively new field. Despite the development of some high‐throughput methods, screening for these compounds is time consuming, due to the need to evaluate full lifespans of model organisms (Moskalev et al., 2016). Though commonly used aging models such as the nematode *Caenorhabditis elegans* have relatively short lifespans compared to mammals, testing compounds on a large scale is still difficult.

An alternative to large scale *in vivo* screening is transcriptome‐based *in silico* drug screening. Here, the majority of the screening process is performed computationally, thereby considerably narrowing down the candidate list of compounds requiring validation. This method, when applied to the transcriptional signature of the well‐known longevity intervention, dietary restriction (DR), identified the DR mimetic allantoin (Calvert et al., 2016). Similarly, members of our group applied machine learning algorithms trained on human aging transcriptome datasets to drug‐response transcriptomes. This method allowed the identification of HSP90 inhibitors, including monorden and tanespimycin, as geroprotectors (Janssens et al., 2019).

Here, using a transcriptomics‐based *in silico* drug screen focused on the conserved genetic longevity intervention of overexpression of *FOXO3*, we identified a number of FDA‐approved geroprotectors. From there, we focused on the neuromuscular blocker, atracurium, which activated FOXO targets in mammalian cell culture and extended both lifespan and healthspan in worms. This extension was dependent on *FOXO* (*daf*‐*16* in worms) and antagonism of the acetylcholine receptor (AChR). Collectively, these results demonstrate a conserved longevity cascade in which inhibition of the AChR by atracurium leads to activation of FOXO/DAF‐16 and therefore extended longevity.

## 2 RESULTS

### 2.1 In silico drug screen identifies compounds that mimic transcriptional signature of FOXO3 overexpression

In order to identify compounds that produce similar effects as *FOXO3* overexpression, we utilized the library of integrated network‐based cellular signatures (LINCS), a database and software suite containing transcriptional signatures of both drug‐treated human cell lines and genetic perturbations (Keenan et al., 2018; Subramanian et al., 2017). LINCS includes the transcriptional signatures of 2837 compounds, many of which are FDA‐approved, originating from a core set of eight cell lines (PC3, VCAP, A375, HA1E, HCC515, HT29, MCF7, and HEPG2).

With the *FOXO3* overexpression transcriptional signature available in this database, we used the online software available within LINCS to search for compounds producing the most similar transcriptional effects to *FOXO3* overexpression (Figure 1c). For each compound, a standardized score was generated which ranged from −100 (highly opposing transcriptional signature to query candidate) to 100 (highly similar transcriptional signature to query candidate), and a summary score consolidating cell line data was generated for each compound. Summary scores greater than 90 were used as cutoff criteria to designate compounds with similar transcriptional signatures, as recommended by LINCS, and the ranked results were downloaded for further evaluation (Table S1).

This approach generated a list of 129 candidate drugs mimicking *FOXO3* overexpression transcriptionally (Figure 1d; Table S1). To categorize commonalities within this list, which contained both FDA‐approved drugs and compounds developed for research use, we used the drug descriptions associated with each compound to perform enrichment analysis. This allowed us to see which drug classes were most prevalent in our list, relative to the entire dataset. We found that both mTOR inhibitors and PI3Kinase inhibitors were strongly enriched as drug classes that matched the *FOXO3* overexpression mRNA signature (Figure 1e). Because mTOR and PI3Kinase inhibitors are both known to increase lifespan, and act within the FOXO longevity pathway (Babar et al., 1999; Hay, 2011), we concluded that our approach could indeed identify compounds that are known to extend lifespan through the FOXO signaling pathway.

As it is more straightforward to repurpose drugs already used in a clinical setting than to develop new ones, we continued investigation with our top five hits from the screen that already possessed FDA approval (Figure 1f). These compounds included two positive controls known to extend model organism lifespan: the serotonin antagonist cyproheptadine (ranked 1st on the FDA‐approved subset; ranked 4th overall) (Petrascheck et al., 2007) and the mTOR inhibitor rapamycin (2nd FDA‐approved; 14th overall) (Robida‐Stubbs et al., 2012) and three other compounds; the neuromuscular blocker atracurium (3rd FDA‐approved; 20th overall), the vasodilator sildenafil (4th FDA‐approved; 21st overall), and the nucleoside reverse transcriptase inhibitor (NRTI) zidovudine (5th FDA‐approved; 28th overall).

We next sought to investigate these individual compounds' ability to activate the FOXO pathway *in vitro*. Because FOXO has long been implicated in cardiac aging (Wong & Woodcock, 2009), we cultured mouse HL1 cardiac cells with each compound individually for 24 h and assessed the gene expression of *Foxo3* itself and a number of known *Foxo3* target genes (Figure 1f). Target genes included *Gadd45a*, a DNA repair gene directly stimulated by FOXO3 activity (Tran et al., 2002), *Ccng2*, and *Bcl6*, both cell cycle related genes also directly regulated by FOXO3 (Fernandez de Mattos et al., 2004; Fu & Peng, 2011), the catalase *Cat* and the sterol carrier *Scp2*, which are part of the cellular antioxidant defense system regulated by *Foxo* transcription factor activity in general (Dansen et al., 2004; Klotz et al., 2015), and *Hspa1a*, which encodes a heat shock protein regulated by FOXO transcription factors, conserved across species (Webb et al., 2016). Relative to untreated cells, we found that most compounds could significantly activate the expression of *Foxo3* itself as well as the majority of the targets we tested (Figure 1g–k). These data suggest that our compound screen was successful in identifying compounds that mimic overexpression of *FOXO3* by activating *Foxo3* target genes.

### 2.2 Zidovudine and atracurium both extend lifespan in *Caenorhabditis elegans*, but only atracurium depends on *daf*‐*16*

To test the effects of the identified compounds on lifespan, we turned to *C*. *elegans*, a simple and well‐described model organism for aging. As noted above, cyproheptadine and rapamycin are known lifespan extenders (Petrascheck et al., 2007; Robida‐Stubbs et al., 2012), so we proceeded to test lifespan effects of atracurium, sildenafil, and zidovudine. Of these three, zidovudine and atracurium robustly and reproducibly extended lifespan at a concentration of 50 μM (Figure 2a,b; Table S2), whereas sildenafil led to no consistent difference in lifespan with the concentration and conditions we tested (Table S2).

**FIGURE 2:**
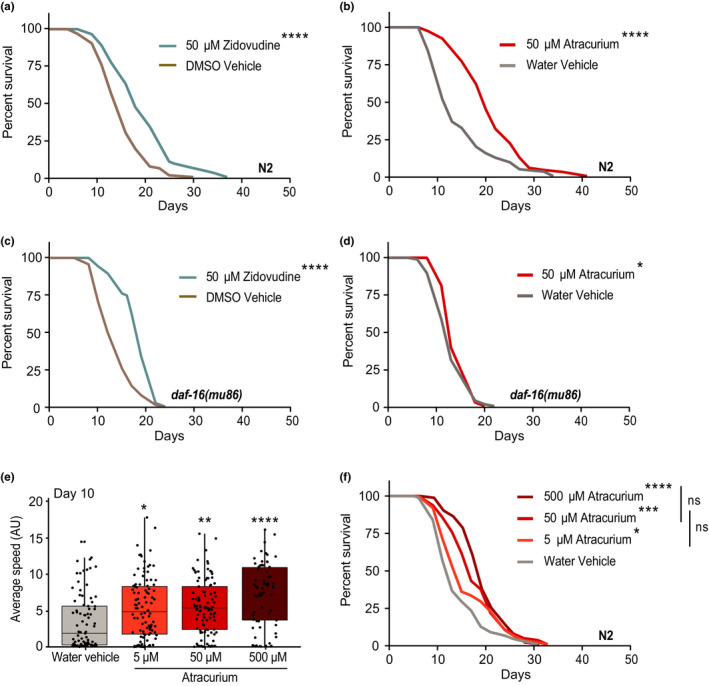
Zidovudine and atracurium extend lifespan in *Caenorhabditis elegans*, but only atracurium depends on *daf*‐*16*. (a) Survival curves showing that zidovudine (50 μM) extends lifespan in wild type (N2) *C*.*elegans*. (b) Survival curves showing that atracurium (50 μM) extends lifespan in N2 *C*.*elegans*. (c) Survival curves showing that zidovudine (50 μM) extends lifespan in the *daf*‐*16(mu86)* strain. (d) Survival curves showing that atracurium (50 μM) is unable to extend lifespan in the *daf*‐*16(mu86)* strain. (e) Mobility of atracurium‐treated N2 worms at day 10 of adulthood. Atracurium improves healthspan in a dose‐dependent manner (5 μM, 50 μM, 500 μM). For each condition, *n* = ~70–100 measurements of ~50 worms. Statistical significance is determined by a one‐way ANOVA, and represented *p*‐values are each compared to the water vehicle. See Table S3 for healthspan statistics. (f) Survival curves showing significant lifespan extension with atracurium at increasing doses (5 μM, 50 μM, 500 μM). While some dose‐effect seems present, and all doses significantly extend lifespan relative to water vehicle treatment, the differences between concentrations are not statistically significant. All statistical comparisons of survival curves are determined by log‐rank tests. For each condition, *n* = 100 worms. See Table S2 for lifespan statistics. ****p < 0.0001, ***p < 0.001, **p < 0.01, *p < 0.05, ns—not significant

Because our compound screen was based on overexpression of *FOXO3*, we hypothesized that lifespan extension from our positive hits would be dependent on *daf*‐*16*. We therefore tested whether zidovudine and atracurium extend lifespan in the *daf*‐*16(mu86)* mutant strain. Zidovudine maintained a robust lifespan extension in the mutant (Figure 2c), while the lifespan extension induced by atracurium was almost completely abrogated (Figure 2d). Together these data suggest that, despite similar transcriptional profiles, atracurium is dependent on *daf*‐*16*, while zidovudine is not. We expect that the highly conserved nature of *FOXO*/*daf*‐*16* may be of significant translational relevance and therefore continued investigation of atracurium to further understand the upstream signaling at play.

Healthy aging is not only determined by lifespan, but also healthspan. One way to measure the health of worms is through mobility, or average crawling speed (Pierce‐Shimomura et al., 2008). We titrated the concentration of atracurium to additionally test healthspan for dose‐responses. At day 10 of adulthood, atracurium significantly increased age‐related mobility in a dose‐dependent manner (Figure 2e; Table S3), suggesting that atracurium extends not only lifespan, but healthspan as well. We then titrated the concentration of atracurium to determine if there was a similar dose‐response in lifespan extension. Each concentration tested extended lifespan when compared to the water vehicle (Figure 2f). However, while higher concentrations of atracurium further extended median lifespan (Table S2), the differences between the various doses on survival were not statistically significant (Figure 2f). Therefore, while healthspan increases in a dose‐dependent manner, we are unable to conclude that there is a significant dose‐response effect in lifespan with atracurium.

### 2.3 Atracurium extends healthspan in *Caenorhabditis elegans* by antagonizing the neuromuscular acetylcholine receptor

Atracurium is a neuromuscular blocker and is used in patient care as an anesthetic muscle relaxant. We therefore considered the possibility that, if the pharyngeal muscles were relaxed by atracurium treatment, the worm would be unable to pump bacteria efficiently into its body, consequently reducing food intake and inducing a state of dietary restriction (DR). We therefore tested pharyngeal pumping on day 1 of adulthood. Contrary to our expectation, worms treated with atracurium showed a significantly increased rate of pumping when compared to their control counterparts (Figure S1A). Also contrary to a DR phenotype, the body area of the worms at day 10 of adulthood was increased by atracurium relative to untreated worms in a dose‐dependent manner (Figure S1B). These data together suggest that DR is not the cause of atracurium's extension of healthspan.

At the NMJ in physiological conditions, ACh crosses the synapse to bind to the AChR, causing the channel to depolarize and the muscle to contract (Rand, 2007). Atracurium competitively antagonizes the AChR (Lee, 2001; Wishart et al., 2018), preventing this contraction and allowing the muscle to relax instead (Figure 3a). We questioned if atracurium extends healthspan through this pathway, or instead through an off‐target effect. Atracurium binds an alpha subunit of the AChR, encoded by *CHRNA2* in humans (Wishart et al., 2018). The closest homolog to this subunit in *C*. *elegans* is encoded by the gene *unc*‐*38* (Figure S1C) (Fleming et al., 1997; Harris et al., 2020). There are multiple strains of *C*. *elegans* available with mutant *unc*‐*38*, so we chose to utilize both *unc*‐*38(e264)* and *unc*‐*38(x20)*. As the AChR system is not entirely homologous between human and *C*. *elegans* (Rand, 2007), we also included mutants of a range of genes involved in NMJ signaling. There are 27 genes identified as AChR genes in *C*. *elegans*, which have been divided into five classes of protein subunits based on sequence similarity (Rand, 2007). We wished to test all five classes, and therefore included mutants for *unc*‐*29(e193)*, *acr*‐*8(ok1240)*, *acr*‐*16(ok789)*, and *deg*‐*3(u662)* (Figure 3b, Figure S1C). To determine if the effects we saw with atracurium were dependent on any of these subunits, we tested healthspan at day 10 of adulthood. We saw again increased healthspan in wild type N2 worms treated with atracurium compared to those untreated (Figure 3e). However, in both *unc*‐*38(e264)* and *unc*‐*38(x20)* mutant worms, atracurium was no longer able to prolong healthspan (Figure 3b). This effect was specific to *unc*‐*38*, as atracurium was still able to increase healthspan in the other four NMJ mutants tested (Figure 3b). Therefore, these data show that *unc*‐*38* is specifically required for atracurium‐induced improvements in healthspan.

**FIGURE 3:**
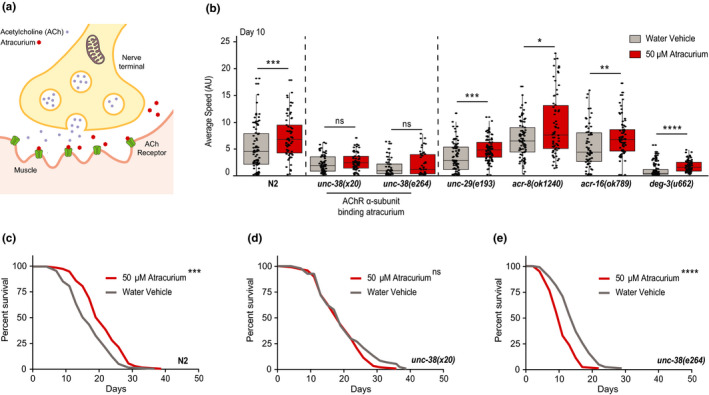
Atracurium extends healthspan and lifespan by antagonizing the neuromuscular acetylcholine receptor. (a) Representation of the canonical mechanism of atracurium at the neuromuscular junction (NMJ) relevant to this study. In humans, atracurium is used to relax muscles, and does so by antagonizing the acetylcholine receptor (AChR). Under normal conditions, acetylcholine (ACh) binds the receptor, causing depolarization of the channel, and contraction of the muscle. Atracurium binds the AChR in place of ACh, preventing this depolarization and contraction. (b) Mobility of atracurium‐treated (50 μM) N2 worms and mutants of players in NMJ ACh signaling at day 10 of adulthood. Atracurium improves healthspan in N2 worms, but this effect is abolished in worms with mutant *unc*‐*38*. *unc*‐*38* encodes an alpha subunit of the AChR, and is the worm ortholog to human *CHRNA2*, which binds atracurium in humans. The other ACh pathway mutants are still responsive to atracurium, suggesting that the increased healthspan is dependent on this specific subunit of the AChR. For each condition, *n* = ~50–90 measurements of ~50 worms. Statistical significance for each mutant is determined by an individual Mann–Whitney *U* test comparing treated and untreated. See Table S3 for healthspan statistics. (c) Control survival curves (performed in parallel to those in panels (d and e) showing that atracurium (50 μM) extends lifespan in wild type (N2) *C*.*elegans*. (d) Survival curves showing that atracurium (50 μM) does not extend lifespan in the *unc*‐*38(x20)* mutant strain. (e) Survival curves showing that atracurium (50 μM) does not extend lifespan in the *unc*‐*38(e264)* mutant strain (atracurium shortens lifespan ****p < 0.0001). For each condition, *n* = 100. Lifespan statistics are determined by log‐rank tests. See Table S2 for lifespan statistics. ****p < 0.0001, ***p < 0.001, **p < 0.01, *p < 0.05, ns ‐ not significant

We next tested if absence of *unc*‐*38* also prevented atracurium‐induced lifespan extension. Indeed, unlike treatment in N2 worms (Figures 2a, 3c), atracurium was unable to extend lifespan in either of these mutants (Figure 3d,e). In fact, in the *unc*‐*38(e264)* mutant, atracurium appeared to have detrimental effects on lifespan (Figure 3e). Altogether, these data suggest that atracurium specifically requires the *unc*‐*38* subunit of the AChR to enact improvements on healthspan and lifespan in *C*. *elegans*, and these effects are not due to an off‐target response.

### 2.4 Atracurium and *unc*‐*38* RNAi similarly stimulate DAF‐16 nuclear localization and extend healthspan and lifespan

Having determined that the lifespan extension induced by atracurium is dependent on *daf*‐*16*, we next aimed to validate that atracurium treatment causes physical translocation of DAF‐16 to the nucleus. To investigate localization of DAF‐16, we employed a transgenic *C*. *elegans* strain that expresses DAF‐16 tagged with GFP (Henderson & Johnson, 2001). Atracurium treatment for 24 h (from L4 stage to day 1 of adulthood) caused significantly increased nuclear localization of DAF‐16 in worms when compared to those untreated (Figure 4a,b). We additionally wished to characterize the role of *unc*‐*38* in this localization, as mutation of this subunit blocks the lifespan and healthspan effects of atracurium (Figure 3). We employed RNAi of *unc*‐*38* and observed similar DAF‐16 nuclear localization with *unc*‐*38* RNAi as with atracurium treatment (Figure 4a,b). The combination of *unc*‐*38* RNAi and atracurium treatment did not lead to any further increased nuclear localization compared to the single treatments (Figure 4a,b).

**FIGURE 4:**
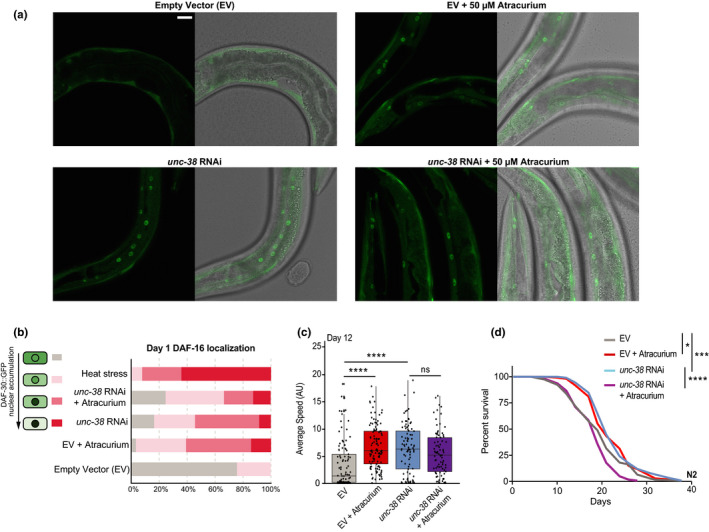
Atracurium and *unc*‐*38* RNAi similarly stimulate DAF‐16 nuclear localization and extend healthspan and lifespan. (a) Representative images of day 1 adult worms expressing DAF‐16::GFP upon feeding with either empty vector or *unc*‐*38* RNAi HT115 bacteria, and treatment with water vehicle or atracurium (50 μM). The left panel of each condition shows fluorescent images of DAF‐16::GFP nuclear localization, while the right panel displays overlay of DAF‐16::GFP fluorescent images with bright field images of worms. Scale bar measures 25 μM and can be applied to all images. (b) Quantification of A. *n* = ~20–30 different animals, pooled from two independent experiments. Treatments are compared to heat stress at 35°C for 3 h as a positive control. A chi‐square test of independence was performed to assess the significance of differences in the levels of DAF‐16 nuclear enrichment between each of the treatments. Both atracurium treatment and *unc*‐*38* RNAi significantly increase the proportion of worms with nuclear‐localized DAF‐16 when compared to the untreated empty vector condition (*p* < 0.0001). There is no significant difference between worms fed *unc*‐*38* RNAi with and without atracurium. (c) Mobility of N2 worms upon feeding with either empty vector or *unc*‐*38* RNAi, and treatment with water vehicle or atracurium (50 μM) at day 12 of adulthood. Both atracurium (50 μM) and *unc*‐*38* RNAi improve healthspan in empty vector‐treated worms. For each condition, *n* = ~85–110 measurements of ~50 worms. Statistical significance is determined by one‐way ANOVA. Healthspan statistics can be found in Table S3. (d) Survival curves showing that both atracurium (50 μM) and *unc*‐*38* RNAi extend lifespan in N2 worms, but atracurium shortens lifespan when combined with *unc*‐*38* RNAi. For each condition, *n* = 120. Lifespan statistics are determined by log‐rank tests. See Table S2 for lifespan statistics. ****p < 0.0001, ***p < 0.001, *p < 0.05, ns ‐ not significant

As it appeared that *unc*‐*38* RNAi caused a similar stimulation of DAF‐16 nuclear localization as atracurium treatment, we sought to determine if it would also benefit healthspan and lifespan. Indeed, *unc*‐*38* RNAi resulted in improved healthspan, with no additional benefit when worms were also treated with atracurium (Figure 4c). RNAi of *unc*‐*38* also extended lifespan, though we observed shortened lifespan upon combined *unc*‐*38* RNAi and atracurium treatment (Figure 4d). Altogether, these data suggest that inhibition of UNC‐38 with atracurium, or knockdown of *unc*‐*38* using RNAi, both cause DAF‐16 nuclear localization through a similar pathway to improve healthspan and lifespan in worms.

### 2.5 RNA sequencing demonstrates induction of protective stress responses and metabolic remodeling by FOXO/DAF‐16 downstream effectors

Having concluded that atracurium causes nuclear localization of DAF‐16, we wished to examine the downstream transcriptional effects. Therefore, we performed RNA sequencing on worms treated for 24 h (from L4 stage to day 1 of adulthood) with atracurium compared to those untreated. 

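RNA was sequenced from 4 samples of N2 worms, the wild-type laboratory strain, treated with 50 μM atracurium and from 4 samples given the water vehicle. Each sample was grown from about 1000 worms and collected after 24 h of treatment, at day 1 of adulthood. The authors selected polyadenylated RNA, aligned the reads to the WBcel235 genome with HISAT2, counted them per gene and by strand with HTSeq, and kept the genes with more than 2 counts in at least 3 samples. The authors deposited log2 CPM (log2 of the counts scaled to library size) of 17521 genes, with library sizes normalized by the trimmed mean of M-values and a prior count added to every gene. A gene with no reads therefore has the same value, −4.15, in every sample. From this floor the whole reads behind the log2 CPM were recovered, with 100% of the values within 0.1 of a whole number of reads. The water vehicle samples held 34130409, 60015200, 27922986 and 28856174 reads on these genes in replicates 1 to 4, and the atracurium samples 35947045, 33354484, 30836643 and 32863131. Between 75 and 308 genes had 0 reads in a water vehicle sample and between 238 and 615 in an atracurium sample. A count of 0 allows up to 3 reads, or between 0.0487 and 0.107 CPM depending on the sample, and such limits cover counting error only. Samples of one group differed by more than the sampling noise, with a chi-square per degree of freedom between 5.97 and 74.1 over all pairs, so no library was counted as a copy of another.

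Differences between the groups were tested on the deposited log2 CPM of all 17521 genes with limma and a mean-variance trend (limma-trend), two-sided, with Benjamini-Hochberg adjustment. Fold changes are on the log2 CPM scale, where the change of genes with few reads depends on the prior count. Over genes, the log2 fold change rose with exonic length (Spearman correlation 0.423 over 17493 genes, which are not independent replicates). Values after removal of this length trend in each sample are therefore given where they change a result, and this correction was chosen after the data had been seen.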

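PLS-DA with 2 components was computed with mixOmics on the scaled log2 CPM of all 17521 genes, while the legend of Figure 5a gives differentially expressed genes as the basis. X-variate 1 carried 24.7% of the variance and X-variate 2 carried 19%. On X-variate 1 the 4 water vehicle samples lay between 44.8 and 73.9 and the 4 atracurium samples between −97.8 and −36.9, and 6926 genes had a VIP score above 1. Because PLS-DA uses the group labels and has many more genes than samples, X-variate 1 also parted the samples in 35 of the 35 possible splits of the 8 samples into 4 and 4. When each sample in turn was left out and then assigned by a model fitted to the rest, 7 of the 8 samples were assigned to their own group. None of the 34 other splits reached more than 6. The ratio of the between-group to the within-group sums of squares (pseudo-F) was 1.69, against at most 1.28 in the other splits (exact permutation test, p = 0.029, the smallest p that 4 samples against 4 allow). Restricting this ratio to the 1000 genes of largest variance moved it most, to 2.28. When any 1 water vehicle sample was left out, the ratio fell to between 1.41 and 1.51 and the exact permutation test gave p = 0.057, and without any 1 atracurium sample the ratio was 1.61 to 1.85 and p stayed at 0.029. After removal of the length trend, 5 of the 8 left-out samples were assigned correctly. Without group labels, the first principal component (29.9% of the variance) set atracurium replicate 2, at 77.5, apart from the other samples, at −23.6 to 6.85. The groups did not overlap on it, with the water vehicle samples at −23.6 to −14.5 and the atracurium samples at −5.30 to 77.5. The second (20.1%) set atracurium replicate 4, at −64.8, apart from the rest, which lay at −3.38 or above. On the second component the groups did not overlap either, but the gap was narrow. The lowest water vehicle sample, replicate 4, lay at 11.51 and the highest atracurium sample, replicate 2, at 10.276.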

The two treatment groups were readily distinguishable and separable using partial least squares discriminant analysis (PLS‐DA; Figure 5a). 

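At an adjusted p below 0.05, 31 of the 17521 genes differed between the groups by limma-trend, 25 of them higher with atracurium and 6 lower. In all 31 genes the 4 atracurium samples lay on one side of the 4 water vehicle samples. Over all genes tested, 1254 (7.16%) were separated in this way, where chance gives 2.86%. The higher gene with the smallest adjusted p outside the cytochrome P450 family was the P-glycoprotein gene *pgp-13* (WBGene00004007; chromosome X of WBcel235 from 12738754 to 12744111). Its log2 CPM was 5.99 ± 0.10 (SD, n = 4) with atracurium and 1.53 ± 0.11 (SD, n = 4) in the water vehicle, a log2 fold change of 4.46 (standard error 0.09, adjusted p = 9.02e-12 by limma-trend). Another higher gene, C01G12.5 (WBGene00007245; chromosome II from 14586527 to 14587507), had 219 to 306 reads in each atracurium sample and 2 reads over the 4 water vehicle samples, both in replicate 3, a ratio of 587 (95% exact binomial interval 162 to 4853). The lower gene with the smallest adjusted p was the sugar transporter gene *swt-3* (WBGene00007384; chromosome IV from 10778985 to 10780683). Its log2 CPM was 4.61 ± 0.12 (SD, n = 4) with atracurium and 5.39 ± 0.19 (SD, n = 4) in the water vehicle, a log2 fold change of −0.78 (standard error 0.10, adjusted p = 0.00332 by limma-trend). The next lower genes were F54F7.2 with a log2 fold change of −0.57, *dod-24* with −0.62, *irg-5* with −1.15 and T13F2.9, annotated as a pseudogene, with −0.76. All 4 of these lost their call when either water vehicle replicate 2 or replicate 3 was left out, with adjusted p values from limma-trend of up to 0.0625 for F54F7.2, 0.0828 for *dod-24*, 0.133 for *irg-5* and 0.146 for T13F2.9 over all single samples left out. Other single samples left out also cost *dod-24*, *irg-5* and T13F2.9 their call.

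Weighting each sample by its own variability moved the number of genes most, to 139, with weights of 0.342 for atracurium replicate 2 and 0.507 for replicate 4. Leaving out atracurium replicate 2 gave 78 genes, 38 higher and 40 lower. Leaving out atracurium replicate 1, water vehicle replicate 2 or water vehicle replicate 3 gave 17, 18 and 20. The paper's own test, limma-voom, run on the recovered reads also gave 31 genes, of which 30 were shared. After removal of the length trend 43 genes passed, of which 28 were shared, and *icl-1*, *myo-1* and *myo-2*, with exonic lengths of 3131, 6457 and 6334 nt, did not. These 3 also lost their call with some single samples left out, with adjusted p values of up to 0.157, 0.0709 and 0.138.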

Differential analysis showed a number of significant hits after correcting for multiple hypothesis testing (Figure 5b; Table S4). 

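The alcohol dehydrogenase gene *sodh-1* (WBGene00010790) lies on chromosome V of WBcel235 from 11888248 to 11889650. Its log2 CPM was 6.55 ± 0.06 (SD, n = 4) with atracurium and 5.47 ± 0.04 (SD, n = 4) in the water vehicle, a log2 fold change of 1.07 (standard error 0.06, adjusted p = 4.24e-07 by limma-trend). With each sample left out in turn, its log2 fold change stayed between 1.05 and 1.09. The heat shock gene *hsp-70* (WBGene00002026; chromosome I from 9320325 to 9322519) had a log2 CPM of 2.37 ± 0.21 (SD, n = 4) with atracurium and 0.87 ± 0.64 (SD, n = 4) in the water vehicle. The log2 fold change was 1.49 (standard error 0.27, adjusted p = 0.0602 by limma-trend, with a range of 0.00997 to 0.222 over the other settings and samples left out). By limma-voom the adjusted p of *hsp-70* was 0.0442.

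In the cytochrome P450 family, 6 of 74 genes tested passed an adjusted p of 0.05, all higher with atracurium. *cyp-35B1*, *cyp-35B2* and *cyp-35B3* (WBGene00019472, WBGene00019471 and WBGene00019470) lie side by side on chromosome V, from 3939032 to 3947044. They are paralogs, and reads that match several of them could have been left out or assigned to the wrong gene. *cyp-35B1* had a log2 CPM of 4.14 ± 0.26 (SD, n = 4) with atracurium and −0.55 ± 0.22 (SD, n = 4) in the water vehicle, a log2 fold change of 4.69 (standard error 0.18, adjusted p = 1.08e-08 by limma-trend). *cyp-35B2* had 4577 to 5096 reads in each atracurium sample and 2 reads over the 4 water vehicle samples, a ratio of 11084 (95% exact binomial interval 3068 to 91528). *cyp-35B3* had 4046 to 4881 reads in each atracurium sample and 0 in every water vehicle sample, so it was at least 1575-fold higher against a floor of 3 reads per library. The neighboring paralogs *cyp-33C5* (WBGene00018261; chromosome V from 2245004 to 2247029) and *cyp-33C6* (WBGene00018264; from 2247254 to 2249410) were also higher. *cyp-33C5* rose by a log2 fold change of 1.63 (standard error 0.21, adjusted p = 0.00459 by limma-trend). *cyp-33C6* had 151 to 189 reads in each atracurium sample and 18 reads over the water vehicle samples, a ratio of 42.1 (95% exact binomial interval 26.4 to 71.5), and its adjusted p was 1.01e-04 by limma-trend. Of these 18 reads 15 lay in water vehicle replicate 2, and without that sample the ratio was 150 (51.2 to 731); the intervals allow for counting only and not for differences between samples. The sixth, *cyp-35A1* (WBGene00015399; chromosome V from 7359929 to 7361773), had 13 to 36 reads with atracurium and 4 reads over the water vehicle samples, all in replicate 2, a ratio of 25.9 (95% exact binomial interval 9.79 to 97.3), and its adjusted p was 0.00652 by limma-trend and 0.0628 by limma-voom.

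**Figure D1:**
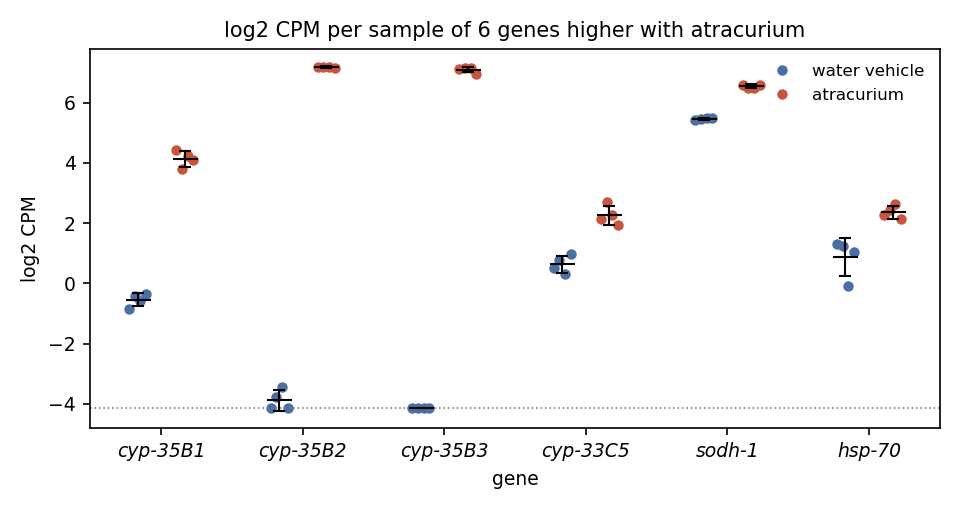
log2 CPM (vertical axis) of 6 genes (horizontal axis) in the 4 water vehicle samples (blue) and the 4 atracurium samples (red). Points are samples, bars the mean and SD, and the dotted line the value of a gene with 0 reads, −4.15, on which all 4 water vehicle samples lie for *cyp-35B3*; in each gene the 4 atracurium samples lie above the 4 water vehicle samples.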

We noted that many of the significantly upregulated genes are FOXO downstream targets, for instance the alcohol dehydrogenase *sodh*‐*1*, the heat shock protein *hsp*‐*70*, and several members of the cytochrome P450 family (Figure 5b).

**FIGURE 5:**
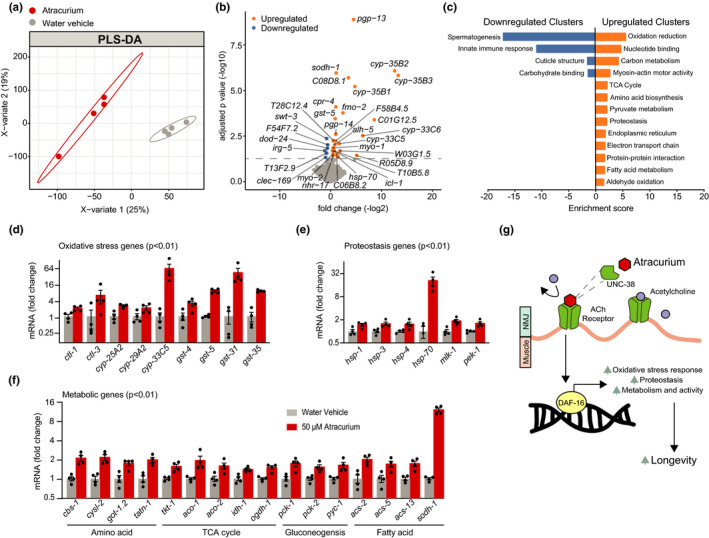
RNA sequencing demonstrates atracurium upregulation of DAF‐16 downstream targets. (a) Partial least squares discriminant analysis (PLS‐DA) showing group separation based on differentially expressed genes in day 1 adult worms treated with atracurium (50 μM) compared to water vehicle control worms. (b) Differential analysis showing significantly up‐ and downregulated genes (using adjusted *p*‐value < 0.05). RNA‐seq results can be found in Table S4. (c) Functional annotation clustering of the significantly (using unadjusted *p*‐value < 0.01) up‐ and downregulated genes performed using the DAVID Bioinformatics Database with an enrichment score >1.3. (d–f) Known DAF‐16‐regulated oxidative stress response (d), proteostasis (e), and metabolic genes (f) that are upregulated with atracurium treatment, as indicated by RNA‐seq. For each fold change shown, unadjusted *p*‐value is <0.01. (g) Hypothesized mechanism for atracurium‐mediated longevity. We have shown that atracurium requires the AChR subunit UNC‐38 to extend healthspan and lifespan, thereby competitively antagonizing the receptor and this inhibition causes DAF‐16‐mediated lifespan extension. Longevity is likely caused by DAF‐16 activation of genes known to induce longevity such as those involved in protective oxidative stress and proteostasis responses, as well as metabolic remodeling

In order to form a more comprehensive view of the changing processes, we investigated the differentially expressed genes further, using the Database for Annotation, Visualization and Integrated Discovery (DAVID) bioinformatics resource (Huang et al., 2009). We performed functional annotation clustering, using a less strict significance cutoff (unadjusted *p* < 0.01). 

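At this cutoff 538 genes passed by limma-trend, 210 higher with atracurium and 328 lower, where about 175 of the 17521 genes would pass by chance. In the 34 other splits of the 8 samples into 4 and 4, between 24 and 381 genes passed, with a median of 64.5. The share of the higher genes was 39.0%, but 52.4% when the samples were shifted to a common median and 51.5% after quantile normalization. Whether more genes rose than fell therefore depends on the scaling. Leaving out atracurium replicate 4 gave 883 genes, and leaving out water vehicle replicate 2 or 3 gave 311 and 306. The genes that rose were long, with a median exonic length of 2233 nt, and those that fell were short, with a median of 796.5 nt, against 1277 nt over all genes with a length. After removal of the length trend, 131 of the higher and 196 of the lower genes still passed in the same direction.

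**Figure D2:**
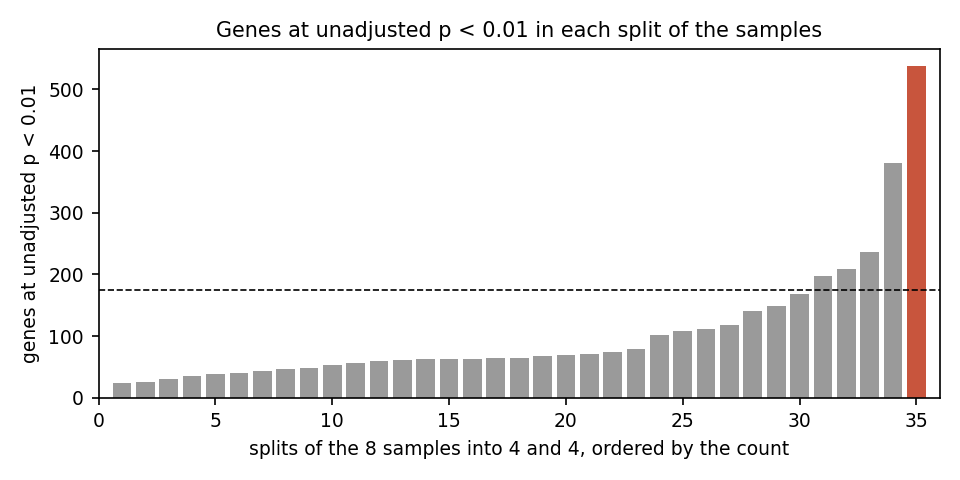
Number of genes at an unadjusted p below 0.01 by limma-trend (vertical axis) in each of the 35 splits of the 8 samples into 4 and 4, ordered by that number (horizontal axis). The red bar is the split into atracurium and water vehicle, at 538 genes, the highest of the other splits has 381, and the dashed line marks the 175 genes that chance gives.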

Enriched annotation clusters included functional categories, GO‐terms, KEGG pathway features and protein domains (Table S5). 

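The clustering itself was not repeated here. Of the clusters above the paper's enrichment score minimum of 1.3, 12 of higher and 4 of lower genes had at least 1 gene list in Table S5 that was at hand in full, and only such complete lists were counted. Since these lists were drawn from the same samples, the counts describe them and are no separate evidence. The complete lists of the carbon metabolism cluster, 3 of its 4, name 21 genes, all higher with atracurium with a median log2 fold change of 0.24, and 17 had an unadjusted p under 0.01 by limma-trend. In the TCA cycle cluster this held for 9 of 11 genes (median log2 fold change 0.24) and in the unfolded protein response cluster for 10 of 13 (median 0.20). By limma-voom, the paper's test, it held for 21 of 21, 11 of 11 and 13 of 13. The limma-trend counts fell to 11, 6 and 3 after removal of the length trend, and the medians to 0.20, 0.19 and 0.14.

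Gene sets fixed by gene symbol were tested across the whole data set with limma's camera, with an inter-gene correlation of 0.01, and with limma's rotation test fry, which takes the correlation from the samples. Of 17 sets, 10 passed an adjusted p of 0.05 by camera and 4 by fry. Camera also passed a median of 5 and up to 9 of the 17 sets in the 34 other splits of the samples into 4 and 4, so that a single set passing by camera is weak evidence of a difference. The paper names the heat shock, TCA cycle, cytochrome P450, glutathione S-transferase, muscle and sperm genes from these same samples, so for these the tests are not independent evidence. The 22 heat shock genes passed both tests as higher (adjusted p = 0.00630 by camera and 0.00478 by fry). Their median log2 fold change was 0.10 and their mean 0.04, with 14 genes higher and 8 lower. In their median, all 4 atracurium samples lay above all 4 water vehicle samples. The 24 TCA cycle genes had a median log2 fold change of 0.09, also with all 4 atracurium samples on top, and passed by camera (adjusted p = 9.01e-06) but not by fry (adjusted p = 0.0670). With the inter-gene correlation estimated from the data, camera gave 0 sets at an adjusted p of 0.05 and 2 at an unadjusted p of 0.05, and its adjusted p values lay between 0.0510 and 0.834.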

Upregulated clusters included protective stress responses, for instance those relating to oxidative stress and proteostasis, as well as a number of metabolic processes, such as carbon metabolism and the TCA cycle (Figure 5c).

### 2.6 Atracurium activates DAF‐16 target genes, dependent on *unc*‐*38*

Activation of oxidative stress responses and proteostasis, as well as modulation of metabolic processes, are also key downstream effects of DAF‐16 activation, and the majority of genes within the clusters we identified are also known to be upregulated by DAF‐16 (Harris et al., 2020; Honda & Honda, 1999; Webb et al., 2016). To quantify this, we compared the differentially expressed genes in our RNA‐sequencing dataset to a previously described dataset of DAF‐16 target genes (Webb et al., 2016). In doing so, we saw significant overlap of differentially expressed genes upon atracurium with those described as regulated by DAF‐16 (Figure S2A).

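The paper does not state the cutoff behind the atracurium genes in this overlap. At an unadjusted p below 0.01, the paper's test, limma-voom, run on the recovered reads gave 235 higher and 353 lower genes, of which 488 also passed by limma-trend. In the first 1354 of the 17521 rows of Table S4, the part at hand, the recomputed limma-voom log2 fold changes and p-values were equal to the paper's, and 44 of these genes passed in both. The list of DAF-16 target genes was not used here, so the overlap itself was not tested.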

Significantly upregulated oxidative stress response genes included catalase genes *ctl*‐*1* and *ctl*‐*3*, and members of the cytochrome P450 and glutathione S‐transferase families (Figure 5d), all of which are DAF‐16 targets (Webb et al., 2016). Similarly, a number of DAF‐16‐dependent heat shock proteins were upregulated, as well as additional genes involved in protein scaffolding and unfolded protein response (Figure 5e). 

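Of the 9 genes in Figure 5d, all were higher with atracurium, by 1.22-fold to 3.13-fold on the log2 CPM scale. By limma-trend 8 of them had an unadjusted p under 0.01, and 2, *gst-5* and *cyp-33C5*, passed an adjusted p of 0.05 over all genes. The catalase gene *ctl-1* (WBGene00000830; chromosome II of WBcel235 from 14303568 to 14306260) had a log2 CPM of 3.63 ± 0.09 (SD, n = 4) with atracurium and 3.34 ± 0.15 (SD, n = 4) in the water vehicle. Its log2 fold change was 0.29 (standard error 0.10), with an unadjusted p of 0.0154 and an adjusted p of 0.345 by limma-trend. The 4 atracurium samples all lay above the 4 water vehicle samples. *ctl-3* (WBGene00013220; chromosome II from 14307798 to 14310779), a paralog next to it, had a log2 CPM of 3.08 ± 0.43 (SD, n = 4) and 2.28 ± 0.48 (SD, n = 4), and its groups overlapped. Its log2 fold change was 0.79 (standard error 0.25), with an unadjusted p of 0.00692 and an adjusted p of 0.301. The glutathione S-transferase gene *gst-5* (WBGene00001753; chromosome II from 10950352 to 10951603) rose by a log2 fold change of 0.88 (standard error 0.08, adjusted p = 2.63e-04 by limma-trend), and the log2 fold change was 1.02 after removal of the length trend. *gst-4* and *gst-35* had log2 fold changes of 0.47 and 0.96 with adjusted p values of 0.275 and 0.183. *gst-31* had 19 to 32 reads in each atracurium sample and 3 to 17 in each water vehicle sample, a ratio of 3.35 (95% exact binomial interval 2.20 to 5.21), with an adjusted p of 0.170. Over the whole families, the 74 cytochrome P450 genes passed both set tests as higher (adjusted p = 9.04e-04 by camera and 7.70e-05 by fry). However, 41 of them were higher and 33 lower. Their mean log2 fold change was 0.50 but their median 0.06, which was 0.025 without atracurium replicate 1 and 0.024 without replicate 2. The samples of the groups overlapped in this median (exact permutation test, p = 0.229). Camera with the correlation estimated from the data gave an adjusted p of 0.210. A rise of the family as a whole was therefore not shown apart from its strongest genes. The 43 glutathione S-transferase genes passed neither test (median log2 fold change 0.04, adjusted p = 0.343 by camera and 0.10 by fry). After removal of the length trend they were higher by both (median 0.14, adjusted p = 3.93e-04 and 0.00919), while under a stricter filter on genes with few reads their median was −0.04 (adjusted p = 0.884 by camera), and without water vehicle replicate 4 it was −0.01 (adjusted p = 0.378).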

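All 6 genes in Figure 5e were higher with atracurium, by 1.13-fold to 2.81-fold on the log2 CPM scale, all with an unadjusted p under 0.05. Over all genes 0 of them passed an adjusted p of 0.05 by limma-trend and 1 by limma-voom. Unadjusted p values under 0.01 were found for 4 of them by limma-trend and for 6 by limma-voom. The heat shock gene *hsp-1* (WBGene00002005; chromosome IV of WBcel235 from 17278959 to 17281330) had a log2 CPM of 11.40 ± 0.08 (SD, n = 4) with atracurium and 11.23 ± 0.10 (SD, n = 4) in the water vehicle. The difference of 0.18 (standard error 0.07) had an unadjusted p of 0.0240 and an adjusted p of 0.373, and the samples of the groups overlapped. The endoplasmic reticulum chaperone gene *hsp-4* (WBGene00002008; chromosome II from 7350112 to 7352645) rose by a log2 fold change of 0.18 (standard error 0.06), with an unadjusted p of 0.0143 and an adjusted p of 0.345. The unfolded protein response kinase gene *pek-1* (WBGene00003970; chromosome X from 11410176 to 11414887) rose by 0.20 on the log2 scale (standard error 0.06), with an unadjusted p of 0.00532 and an adjusted p of 0.292. For both, all 4 atracurium samples lay above all 4 water vehicle samples. The 6 genes have exonic lengths of 2057 to 3709 nt, and after removal of the length trend 1 of them, *hsp-70*, had an unadjusted p under 0.01.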

Finally, various aspects of cellular metabolism were upregulated upon atracurium treatment, including DAF‐16‐dependent genes involved in amino acid metabolism, the TCA cycle, gluconeogenesis, and fatty acid metabolism (Figure 5f). 

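The 16 genes in Figure 5f were all higher with atracurium, by 1.11-fold to 2.11-fold on the log2 CPM scale. By limma-trend 14 had an unadjusted p under 0.01, and 1, *sodh-1*, passed an adjusted p of 0.05 over all genes. After removal of the length trend these counts were 9 and 2. The cysteine synthase gene *cysl-2* (WBGene00010759; chromosome II of WBcel235 from 14492874 to 14494451) had a log2 CPM of 6.37 ± 0.09 (SD, n = 4) with atracurium and 6.04 ± 0.08 (SD, n = 4) in the water vehicle, a log2 fold change of 0.33 (standard error 0.07, adjusted p = 0.102 by limma-trend). It was the second gene to pass after removal of the length trend (adjusted p = 0.0226, in a range of 0.0267 to 0.423 over the other settings and samples left out). The acyl-CoA synthetase gene *acs-2* (WBGene00009221; chromosome V from 15567394 to 15569897) rose by a log2 fold change of 0.31 (standard error 0.07, adjusted p = 0.181). The TCA cycle gene *aco-2* (WBGene00000041; chromosome III from 7973717 to 7977355) rose by 0.20 on the log2 scale (standard error 0.06), with an unadjusted p of 0.0107 and overlapping groups. *idh-1* (WBGene00010317; chromosome IV from 9439078 to 9441107) rose by 0.15 (standard error 0.05), with an unadjusted p of 0.0160. Adjusted over the list alone, 31 of the 31 genes of Figure 5d–f passed 0.05, against 3 over all genes tested. The paper chose this list on the same samples, so the first count is not independent evidence. The paper sets these higher transcripts beside the overlap with DAF-16 target genes (Figure S2A). It adds the transcript levels of several targets in *unc-38* mutants (Figure S2B). From these data it concludes that the longevity induced by atracurium is mediated by DAF-16 activation. The paper also reports evidence beyond transcripts. The lifespan extension was almost lost in *daf-16* mutants and absent with *daf-16* RNAi, which also removed the gain in mobility. Atracurium and *unc-38* RNAi each raised the nuclear localization of DAF-16.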

To determine if these transcriptional effects were, like lifespan and healthspan, dependent on *unc*‐*38*, we tested mRNA expression of several DAF‐16 targets —, that is *sodh*‐*1*, *cbs*‐*1*, and *cysl*‐*2—* in both N2 and *unc*‐*38(x20)* mutant worms. These genes were significantly upregulated in N2 worms upon atracurium treatment. However, in the *unc*‐*38(x20)* mutant worms, this difference upon treatment was abolished (Figure S2B). Together these data confirm that the longevity induced by atracurium's competitive antagonism of the AChR is mediated by DAF‐16 activation, likely through metabolic remodeling and the induction of protective stress responses (Figure 5g).

### 2.7 Lifespan and healthspan increases with atracurium depend on *daf*‐*16* and *skn*‐*1*, but not germ cell proliferation

GO‐term analysis of our RNA‐sequencing dataset provided not only evidence of DAF‐16 involvement, but possible other mechanisms or interactions. 

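The complete gene lists of the oxidation reduction cluster in Table S5 name 25 genes, all higher with atracurium, with a median log2 fold change of 0.68. Of these, 21 had an unadjusted p under 0.01 by limma-trend and 25 by limma-voom. Their median exonic length was 1662 nt, and after removal of the length trend 19 still passed, with a median log2 fold change of 0.66.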

Firstly, our most enriched upregulated cluster was related to oxidative stress. While DAF‐16 is highly connected to this process (Honda & Honda, 1999), SKN‐1 may be considered the canonical transcription factor related to oxidative stress (Blackwell et al., 2015). Therefore, we performed RNAi of *daf*‐*16* or *skn*‐*1* to determine how this influenced lifespan and healthspan in combination with atracurium treatment. We observed that knockdown of either transcription factor prevented the increase in age‐related mobility seen with atracurium treatment (Figure S2C). In addition, like the lifespan abrogation we saw with *daf*‐*16* mutation (Figure 2d), there was no lifespan extension with atracurium upon *daf*‐*16* RNAi (Figure S2D). Similarly, no lifespan extension was present upon *skn*‐*1* RNAi (Figure S2E). Together, these data suggest that the healthspan and lifespan effects induced by atracurium treatment are not only dependent on *daf*‐*16*, but also *skn*‐*1*.

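The spermatogenesis cluster of lower genes in Table S5 names 34 genes in its complete lists, all lower with atracurium, with a median log2 fold change of −0.77. By limma-trend 29 of them had an unadjusted p under 0.01. In the major sperm protein family, whose *msp* genes are near-identical copies that can share reads, 30 of 31 genes were lower with a median log2 fold change of −0.77. The family was lower by camera (adjusted p = 8.07e-18) but not by fry (adjusted p = 0.0670). Its median deviation from the mean of all samples was 0.50, 0.40, 0.40 and 0.19 in the water vehicle samples and −0.42, −0.99, −0.19 and 0.22 in the atracurium samples, so that atracurium replicate 4 lay within the water vehicle range (exact permutation test, two-sided, p = 0.057). In the 64 genes of the other sperm families (*ssp*, *ssq*, *nspd*, *nspc*, *sss*, *spe* and *fer*), 59 were lower with a median log2 fold change of −0.46, and the 4 atracurium samples all lay below the 4 water vehicle samples (exact permutation test, two-sided, p = 0.029). Their median deviation was −1.002 in atracurium replicate 2 and −0.17, −0.04 and 0.13 in replicates 1, 3 and 4. Without replicate 2 the median log2 fold change was −0.24 in these families and −0.52 in the major sperm protein family. The other sperm families were also lower by camera (adjusted p = 7.50e-09) but not by fry (adjusted p = 0.0782), and after removal of the length trend their median was −0.26 (adjusted p = 4.30e-06 by camera and 0.0546 by fry). The major sperm protein genes are short, with a median exonic length of 384 nt. After removal of the length trend the median log2 fold change of this family was −0.34 (adjusted p = 3.63e-09 by camera and 0.125 by fry), and 10 of the 34 genes of the cluster had an unadjusted p under 0.01.

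**Figure D3:**
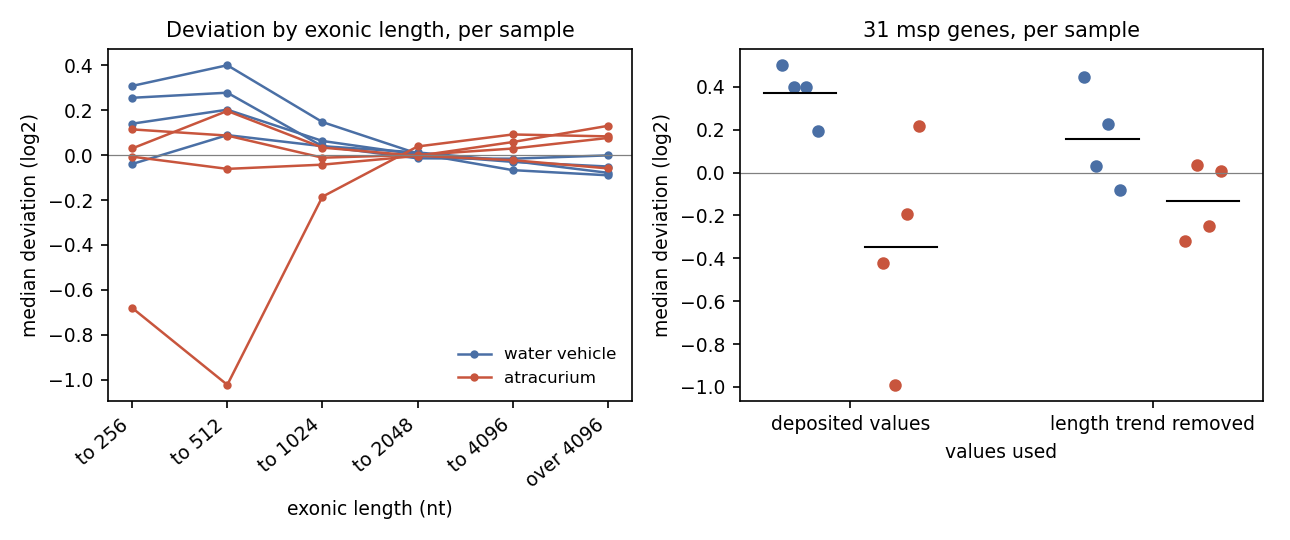
Left, median deviation of genes from their mean over all samples (log2, vertical axis) by exonic length in nt (horizontal axis), 1 line per sample; atracurium replicate 2 falls to −1.02 in genes of 256 to 512 nt. Right, the same deviation of the 31 *msp* genes per sample (points) with the group means (lines), from the deposited values and after removal of the length trend, in the water vehicle (blue) and with atracurium (red); the atracurium samples run from −0.99 to 0.22 in the deposited values.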

Lastly, the largest GO‐term cluster downregulated in our RNA sequencing was spermatogenesis. Therefore, we sought to determine if germ cell proliferation played a role in the lifespan extension we observe with atracurium. First, we tested if the progeny‐disrupting compound 5‐fluorouracil (5FU) —used in all other lifespan experiments to prevent egg hatching— was necessary for this extension by performing lifespans in a novel microfluidic device which does not require treating worms with 5FU. In the absence of 5FU, atracurium still significantly extended lifespan (Figure S2F). Additionally, we tested if starting treatment of atracurium at various time points would influence its effects. When treatment began at day 1 and day 3 of adulthood, like our normal treatment beginning at L4, atracurium significantly extended lifespan (Figure S2G). However, that lifespan extension was no longer significant when treatment began at day 5 of adulthood (Figure S2G). Eliminating the germ‐line precursor cells through day 1 of adulthood can activate DAF‐16 and extend lifespan in worms (Arantes‐Oliveira et al., 2002). Because atracurium extends lifespan when treatment begins at day 3, after the majority of germ cell proliferation has occurred, we conclude that disruption of germ cell proliferation is not directly responsible for the lifespan extension we observe.

## 3 DISCUSSION

Increasing evidence demonstrates that slowing the progression of aging processes with geroprotective compounds can treat age‐related disease, thereby necessitating the discovery and deeper understanding of geroprotectors (Moskalev et al., 2016; Partridge et al., 2020). We have utilized an *in silico* drug screening strategy to identify compounds that mimic the *FOXO3* overexpression transcriptome. In doing so, we identified a number of FDA‐approved compounds, both known and unknown previously to defer aging. The top five compounds of the screen activated at least some *Foxo3* targets in mammalian cell culture. When we tested for longevity effects *in vivo*, both the NRTI zidovudine and the neuromuscular blocker atracurium robustly extended lifespan in *C*. *elegans*, but only atracurium was dependent on *FOXO*/*daf*‐*16*. Atracurium extended not only lifespan, but also healthspan in worms. We found that these healthspan effects were dependent on the AChR subunit encoded by *unc*‐*38*, the closest worm homolog to human *CHRNA2*, which encodes the subunit known to bind atracurium upon treatment. Knockdown of *unc*‐*38* seemed to genetically mimic the pharmacological intervention of atracurium treatment, stimulating DAF‐16 nuclear localization, as well as lifespan and healthspan benefits. RNA sequencing revealed differential expression of genes known both to be regulated by DAF‐16 signaling and to modulate aging.

We chose to base our *in silico* screen on overexpression of *FOXO3*, as it is one of the most widely recognized and conserved genetic interventions to promote longevity (Martins et al., 2016). We therefore hypothesized that compounds mimicking this transcriptome, particularly by activating FOXO/DAF‐16 itself, would also induce conserved longevity effects. Specifically, *FOXO3* expression has been associated with long‐lived populations of humans in several independent cohorts (Broer et al., 2015; Morris et al., 2015; Soerensen et al., 2015) suggesting that activation of this pathway is one of the most promising routes to benefiting human age‐related diseases. Our top five FOXO3‐mimetic compounds led to varied effects both in mammalian cell culture and worm lifespan. This provides an important reminder that similar downstream transcriptional profiles do not always reflect a specific mode of action, and do not always lead to similar physiological outcomes. A clear example of this fact was demonstrated by zidovudine, which robustly extended lifespan, but was not dependent on *daf*‐*16*, suggesting that its effects on gene expression—inducing a FOXO‐overexpression‐like transcriptome—are caused by factors other than direct activation of the transcription factor itself. Effects of NRTIs have been studied previously in *C*. *elegans* and are hypothesized to inhibit mitochondrial DNA (mtDNA) polymerase γ function, leading to a depletion of mtDNA, and decreased mitochondrial respiration due to a lack of subunits of the respiratory chain (Brinkman et al., 1998). However, *C*. *elegans* exposed to zidovudine have relatively modest reductions in mtDNA and yet simultaneously experience diminished oxygen consumption and alterations to mitochondrial morphology (de Boer et al., 2015). Impairment of mitochondrial function is a well‐established lifespan extension mechanism (van der Rijt et al., 2020), so we expect that this is also the mechanism by which zidovudine extends lifespan in worms. While this mechanism is not the focus of our current study, we remain intrigued by the fact that FOXO's longevity signature is potentially activated through other means. It would be interesting in the future to use zidovudine as a model for the translation potential of activating other FOXO‐like longevity pathways.

The healthspan and lifespan extensions induced by atracurium were dependent on the AChR subunit *unc*‐38, demonstrating that atracurium works to promote longevity through its canonical mechanism. Though the specific role of AChR antagonists was previously unstudied, agonists of the AChR were shown to promote recovery from the developmentally arrested dauer phase (Tissenbaum et al., 2000). This effect is dependent on insulin‐like neuroendocrine signaling (Tissenbaum et al., 2000), a major regulator of DAF‐16 (Gottlieb & Ruvkun, 1994). In that study, the authors suggest a mechanism by which ACh activation of the AChR activates DAF‐2, which would then inhibit activation of DAF‐16. This seems in line with our data, which demonstrates inactivation of the AChR activates DAF‐16.

There is now more recent evidence that altered NMJ signaling can influence aging. In worms, mutation of the potassium channel gene *slo*‐*1*, which dampens synaptic release from motor neurons, also led to increased healthspan and lifespan in worms, dependent on DAF‐16 (Li et al., 2019). Interestingly, RNAi of *slo*‐*1* improved healthspan and lifespan when started at day 5 or day 7 or adulthood, but this effect was not present when RNAi was started at day 1 or day 3. When combined with our findings that atracurium treatment extends lifespan when started at L4, day 1 or day 3, these results suggest that for worms there is a point (seemingly around day 5) when it becomes beneficial for longevity to stimulate NMJ signaling, as opposed to inhibit it.

In a mouse model comparable to the *slo*‐*1* knockout, mice with overexpression of the vesicular acetylcholine transporter (VAChT) allowed for analysis of how increased release of ACh affected development and aging (Sugita et al., 2016). In this model, increased ACh accelerated aging of the NMJ, measured by fragmentation, denervation, sprouting of motor axon nerve endings, and innervation by multiple motor axons (Sugita et al., 2016). Degeneration of the NMJ preceded motor deficits and muscular atrophy in the overexpression mice, and, upon crossing mice of this genotype with a mouse model for ALS, increased ACh transport led to accelerated pathology and early death (Sugita et al., 2016). These data provide insight into the converse mechanism—overactivation of the AChR as a mechanism for premature aging—and align with our findings that inhibition of the AChR promotes longevity.

The lifespan extension caused by atracurium was also dependent on *daf*‐*16*, and blocking signaling at the NMJ, either with atracurium or *unc*‐*38* RNAi caused increased DAF‐16 nuclear localization. Our transcriptomics data reinforced this finding, as a significant number of differentially expressed genes in atracurium‐treated worms compared to controls were known downstream effectors of DAF‐16. Altogether, these data suggest that inhibition of acetylcholine signaling at the neuromuscular junction causes activation of DAF‐16 and the transcription of genes within its lifespan‐extending pathways. However, how DAF‐16 is activated downstream of ACh signaling is still unclear. Identifying these intermediate steps would be an interesting focus of future study. Particularly when we imagine developing pharmacological agents that could be used in a clinical setting, finding targets directly upstream of FOXO would be distinctly appealing.

We observed dependence of the lifespan and healthspan benefits caused by atracurium on *skn*‐*1*, as well *as daf*‐*16*. Additional longevity interventions have been identified that depend on these two pathways simultaneously (Robida‐Stubbs et al., 2012; Wan et al., 2020), and DAF‐16 itself has been shown to activate SKN‐1 (Tullet et al., 2017). While the focus of our study was identifying FOXO‐mimetics, and attempting to activate this pathway specifically to promote longevity, the possible interaction between these two transcription factors merits further investigation.

Altogether, our results demonstrate the power of *in silico* drug screening, particularly the potential to mimic genetic longevity interventions with compounds. In doing so, we identified the neuromuscular blocker atracurium as a geroprotector, a compound that activates FOXO3 targets *in vitro* in mammalian cell culture, and promotes longevity *in vivo* in worms. Using atracurium, we show that neuromuscular acetylcholine signaling acts as a regulator of the conserved FOXO longevity pathway. This finding facilitates deeper understanding of this aging mechanism and subsequent identification of potential targets for the treatment of age‐related diseases.

## 4 EXPERIMENTAL PROCEDURES

### 4.1 LINCS database compound screen

The online library of integrated network‐based cellular signatures (LINCS) (Keenan et al., 2018; Subramanian et al., 2017) was accessed (September 2017) through the cloud‐based software platform CLUE (https://clue.io/). The core dataset termed “touchstone,” containing transcriptional signatures from eight different cell lines (PC3, VCAP, A375, HA1E, HCC515, HT29, MCF7, HEPG2) of 2837 different drug treatments, 3799 different gene knock‐downs, and 2160 different gene overexpressions was used. From these, the FOXO3^oe^ transcriptional signature (Broad ID: ccsbBroad304_00577) was used as a query base to search for compounds with similar transcriptional signatures and ranked results including a summary score consolidating cell line data, ranging from −100 (opposing signature) to 100 (mimicking signature) were downloaded as.gct files (version 1.3). These ranked results for all cells and their summary score are available in Table S1. A cutoff was applied to the ranked list whereby compounds with a score greater than 90 were considered to match the FOXO3^oe^ transcriptional signature. The top 5 FDA‐approved drugs within this list were used for further *in vitro* and *in vivo* evaluation.

### 4.2 Cell culture

HL1 cardiomyocytes were cultured in 0.02% gelatin (Sigma‐Aldrich; Darmstadt, Germany) coated flasks in Claycomb Medium (Sigma‐Aldrich) supplemented with 2 mM l‐glutamine (Gibco; Dublin, Ireland), antibiotic mixture of 100 U/ml penicillin and 100 µg/ml streptomyocin (Lifetechnology; Bleiswijk, The Netherlands), 0.25 µg/ml fungizone (Lifetechnology), and 10% (v/v) fetal bovine serum (FBS) (Bodinco; Alkmaar, The Netherlands) at 37°C in a humidified atmosphere of 5% CO_2_.

Cells were cultured for 24 h with the compounds described ‐ 50 µM cyproheptadine hydrochloride sesquihydrate (Sigma‐Aldrich), 10 µM rapamycin (Selleckchem; Munich, Germany), 50 µM atracurium besylate (Sigma‐Aldrich), 50 µM sildenafil citrate salt (Sigma‐Aldrich), 50 µM zidovudine (Sigma‐Aldrich) ‐ for 24 h before isolation of RNA.

### 4.3 Extraction of mRNA from cells and quantitative real‐time PCR (qPCR)

Isolation of total mRNA from cells was performed with TRI‐reagent (Sigma‐Aldrich), and 1 µg of extracted RNA was reverse transcribed into cDNA according to manufacturer's instructions using the QuantiTect Reverse Transcription Kit (QIAGEN; Venlo, The Netherlands). Quantitative gene expression analysis was performed using the LightCycler^Ⓡ^ 480 SYBR Green I Master (Roche; Woerden, The Netherlands) and measured using the LightCycler^Ⓡ^ 480 Instrument II (Roche). Gene‐specific primers were synthesized according to the sequences in Table S6. The N0 values of target genes were normalized to the reference gene *Gapdh*. All experiments were performed in triplicate. Statistical analysis compared fold change in gene expression relative to the mean value of controls between treated and untreated HL1 cells using a *t* test in Graphpad Prism.

### 4.4 Worm strains and maintenance

*Caenorhabditis elegans* strains N2 Bristol, *daf*‐*16(mu86)*, *unc*‐*38(e264)*, *unc*‐*38(x20)*, *unc*‐*29(e193)*, *acr*‐*8(ok1240)*, *acr*‐*16(ok789)*, *deg*‐*3(u662)*, *daf*‐*16p*::*daf*‐*16a*/*b*::*GFP*+*rol*‐*6(su1006)* *[zls356IV]* and *E*. *coli* strain OP50 were obtained from *Caenorhabditis* Genetics Center (CGC; University of Minnesota, Minneapolis, MN, USA). Hermaphrodite worms were routinely grown and maintained on nematode growth media (NGM) agar plates seeded with OP50 *E*. *coli* at 20°C as previously described (Brenner, 1974).

### 4.5 RNAi experiments

Escherichia coli HT115 (DE3) with the Empty Vector (EV) L4440 was obtained from the *Caenorhabditis* Genetics Center. Bacterial feeding RNAi experiments were performed as described (Kamath et al., 2001). RNAi *E*. *coli* feeding clones used were *unc*‐*38*(F21F3.5), *daf*‐*16*(R13H8.1), and *skn*‐*1*(T19E7.2) derived from the Ahringer RNAi library (Lee et al., 2003). All these clones were confirmed by sequencing and knockdown efficiency was confirmed by qPCR. In all RNAi experiments described in this study, worms were subjected to RNAi bacteria from the time of hatching.

### 4.6 Pharmacological treatment of *Caenorhabditis elegans*

All chemicals were obtained from Sigma‐Aldrich. Atracurium besylate was dissolved in water at a concentration of 16.67 mM. Zidovudine and sildenafil citrate salt were dissolved in DMSO at a concentration of 50 mM. These compounds were added to plates just before pouring at the concentrations described. Unless otherwise described, worms were treated with compounds from L4 stage onwards. Plates were changed at least once a week to ensure consistent exposure to the compound.

### 4.7 Manual lifespan analysis

Gravid adult worms were age‐synchronized using alkaline hypochlorite treatment and incubated in M9 buffer overnight. L1 larval stage worms were seeded to NGM plates and grown to L4 stage. At L4 stage, worms were transferred to plates supplemented with compounds as described and 10 µM 5‐fluorouracil (Sigma‐Aldrich). 10 µM 5‐fluorouracil treatment continued for the first 2 weeks of life. All assays were performed at 20°C, and the L4 stage was counted as day 0 of life. Per condition, 100–120 worms were used. Survival was analyzed every other day and worms were considered dead when they did not respond to repeated prodding. Worms that were missing, displaying internal egg hatching, losing vulva integrity, and burrowing into NGM agar were censored. Statistical analyses of lifespan were calculated by Log‐rank (Mantel‐Cox) tests on Kaplan–Meier curves in GraphPad Prism.

### 4.8 Microfluidic lifespan analysis

Wild‐type Bristol (N2) *C*. *elegans* were cultured on 60 mm petri dishes (Fisher Scientific; Austin, TX, USA) on a standard food source of *E*. *coli* OP50 and incubated for 48 h at 20°C. For age synchronization, a suspension of gravid adults in 20 mg/mL *E*. *coli* OP50 was loaded into microfluidic chips (Rahman et al., 2020) (Infinity Chips, NemaLife Inc., TX, USA) and allowed to lay eggs for 2 h (coded as day 0). Day 1 adult animals were loaded into microfluidic chips along with 20 mg/mL of *E*. *coli* OP50 in liquid nematode growth media (NGM).

50 µM of atracurium were formulated in liquid NGM. In all tested solutions, the food concentration was maintained at 20 mg/mL of *E*. *coli* OP50.

Each assay was conducted in triplicate (three biological replicates), and each biological replicate consisted of two or more technical replicates. One technical replicate is a population in a microfluidic growth chamber (with >60 for chronic assays).

The life‐long assay was initiated by loading day 1 adults into the microfluidic chips. Subsequent to loading, fresh atracurium solutions were administered daily to the animal population in the chips at 20°C, until all animals perished. Videos were acquired each day prior to feeding fresh atracurium solutions to determine live counts.

The videos were analyzed using the Infinity Code software (NemaLife Inc.) for animal survival and motility. The number of living animals in the population was determined based on detectable movement. Per condition ~150 worms were used. Statistical analyses of lifespan were calculated by Log‐rank (Mantel‐Cox) tests on Kaplan–Meier curves in GraphPad Prism.

### 4.9 Healthspan measurements

Gravid adult worms were age‐synchronized using alkaline hypochlorite treatment and incubated in M9 buffer overnight. L1 stage worms were seeded to NGM plates. Worms were transferred to plates supplemented with compounds and 10 µM 5‐fluorouracil (Sigma‐Aldrich) at the L4 larval stage. All assays were performed at 20°C, and the L4 stage was counted as day 0 of life. Plates were changed twice per week to maintain exposure to the compounds. All functional assays were performed at least twice, one of which is represented in the data shown. Statistics for all healthspan experiments and replicates are represented in Table S3.

#### 4.9.1 Mobility analysis and body size

At the stated day of adulthood, ~50 worms were transferred to NGM plates without OP50, stimulated by tapping the plate, and immediately recorded for 200 cycles at room temperature using a Leica (Amsterdam, The Netherlands) M205 FA fluorescent microscope and Leica DFC 365 FX camera. Images were captured using Leica Application Suite X software, then processed with the wrMTrck plugin for ImageJ (Nussbaum‐Krammer et al., 2015). Measurements of body size were also derived from these analyses. Data from wrMTrck were analyzed and visualized using a custom script in R v3.6.3 (R Core Team, 2013). Statistical analysis compared conditions to their respective control with a one‐way ANOVA corrected for multiple testing.

#### 4.9.2 Pharyngeal pumping

At day 1 of adulthood, worms were visualized at room temperature using a Leica M205 FA fluorescent microscope. Pumps were counted by eye for 30 s, and 10–15 worms per condition were tested. Statistical analysis was performed in R v3.6.3 (R Core Team, 2013), comparing the two conditions with *t* testing.

### 4.10 Microscopy

Mutant worms expressing DAF‐16::GFP were synchronized, grown and treated with compounds from L4 stage as described. To test DAF‐16 nuclear localization, day 1 animals were immobilized for 30 s in 40 mM levamisole (Santa Cruz Biotech) in M9 buffer and mounted on 2% agarose pads. Nuclear localization of DAF‐16::GFP was visualized using a Leica DMI6000 inverted confocal microscope containing a 40×, 1.30 Oil CS2 objective lens and a Leica TCS SP8 SMD camera. Images were captured using Leica Application Suite X software. All samples were imaged at room temperature. To avoid subtle localization caused by starvation, mounting and imaging conditions, all photomicrographs were taken within 5 min of mounting. For heat stress, worms were exposed to 35°C for 3 h. Images were taken of 20–30 worms per condition over two independent experiments and results are compiled from both replicates. Quantification of nuclear localization was performed according to the procedure of (Lin et al., 2018) and statistical analysis was performed using a chi‐square test of independence.

### 4.11 RNA sequencing

#### 4.11.1 Isolation of *Caenorhabditis elegans* mRNA

Worms were synchronized, grown and treated with compounds from L4 stage as described. Twenty‐four hours later, worms were washed from treatment plates, 3 times in M9 buffer and 2 times in water before being snap frozen in liquid nitrogen. Four samples were grown, each of ~1000 worms. For isolation of total mRNA, whole worms were homogenized with a 5 mm steel bead using a TissueLyser II (QIAGEN) for 5 min at frequency of 30 times/s. RNA was extracted according to the instructions of the RNaesy Mini Kit (QIAGEN). Contaminating genomic DNA was removed using RNase‐Free DNase (QIAGEN). RNA was quantified with a NanoDrop 2000 spectrophotometer (Thermo Scientific; Breda, The Netherlands) and stored at −80°C until use.

#### 4.11.2 Library preparation

RNA libraries were prepared and sequenced with the Illumina platform by Genome Scan (Leiden, The Netherlands). The NEBNext Ultra II Directional RNA Library Prep Kit for Illumina was used to process the sample(s). The sample preparation was performed according to the protocol "NEBNext Ultra II Directional RNA Library Prep Kit for Illumina" (NEB #E7760S/L). Briefly, mRNA was isolated from total RNA using the oligo‐dT magnetic beads. After fragmentation of the mRNA, cDNA synthesis was performed. This was used for ligation with the sequencing adapters and PCR amplification of the resulting product. The quality and yield after sample preparation was measured with the Fragment Analyzer. The size of the resulting products was consistent with the expected size distribution (a broad peak between 300–500 bp). Clustering and DNA sequencing using the NovaSeq6000 was performed according to manufacturer's protocols. A concentration of 1.1 nM of DNA was used. NovaSeq control software NCS v1.6 was used.

#### 4.11.3 Read mapping, statistical analyses, and data visualization

Reads were subjected to quality control FastQC (Andrews, 2010) trimmed using Trimmomatic v0.32 (Bolger et al., 2014) and aligned to the *C*. *elegans* genome obtained from Ensembl (wbcel235.v91), using HISAT2 v2.1.0 (Kim et al., 2015). Counts were obtained using HTSeq (v0.11.0, default parameters) (Anders et al., 2015) using the corresponding GTF taking into account the directions of the reads. Statistical analyses were performed using the edgeR v3.26.8 (Robinson et al., 2010) and limma/voom v 3.40.6 (Ritchie et al., 2015) R packages. All genes with more than 2 counts in at least 3 of the samples were kept. Count data were transformed to log2‐counts per million (logCPM), normalized by applying the trimmed mean of *M*‐values method (Robinson et al., 2010) and precision weighted using voom (Law et al., 2014). Differential expression was assessed using an empirical Bayes moderated *t* test within limma's linear model framework including the precision weights estimated by voom (Law et al., 2014; Ritchie et al., 2015). Resulting *p*‐values were corrected for multiple testing using the Benjamini–Hochberg false discovery rate. Data processing was performed using R v3.6.1 and Bioconductor v3.9. Partial least squares discriminant analysis (PLS‐DA) was performed using mixomics (Rohart et al., 2017) setting a variable of importance (VIP) score of greater than 1 as significant. Resulting *p*‐values (where applicable) were corrected for multiple testing using the Benjamini–Hochberg false discovery rate. Genes were re‐annotated using biomaRt using the Ensembl genome databases (v91). Data visualization was performed using gplots (Warnes et al., 2015) and ggplot2 (Wickham, 2016) selecting colors from RcolorBrewer (Neuwirth, 2014). Functional annotation clustering of differentially expressed genes was performed using the DAVID bioinformatics resource with all default settings (Huang et al., 2009). Clusters with an enrichment score of greater than 1.3 were considered significant. The RNA‐seq data are available on GEO under the ID GSE149944.

### 4.12 Isolation of RNA and qPCR of *Caenorhabditis elegans*

Worms were synchronized, grown and treated with compounds from L4 stage as described above. Twenty‐four hours later, worms were washed from treatment plates, three times in M9 buffer and two times in water before being snap frozen in liquid nitrogen. For each sample, ~1000 worms were collected. For isolation of total mRNA, whole worms were homogenized in TRI‐reagent (Sigma‐Aldrich) with a 5 mm steel bead using a TissueLyser II (QIAGEN) for 5 min at frequency of 30 times/s. RNA was quantified with a NanoDrop 2000 spectrophotometer (Thermo Fisher Scientific) and 1 µg of extracted RNA was reverse transcribed into cDNA according to manufacturer's instructions using the QuantiTect Reverse Transcription Kit (QIAGEN; Venlo, The Netherlands). Quantitative gene expression analysis was performed using the LightCycler^Ⓡ^ 480 SYBR Green I Master (Roche; Woerden, The Netherlands) and measured using the LightCycler^Ⓡ^ 480 Instrument II (Roche). Gene‐specific primers were synthesized according to the sequences in Table S7. The N0 values of target genes were normalized to the geometric mean of reference genes *ama*‐*1* and *cdc*‐*42*.

## CONFLICT OF INTEREST

MR, SG, MT, and SAV have equity in NemaLife Inc.

## AUTHOR CONTRIBUTIONS

RLM, RHH, and GEJ conceived and designed the project. RLM, SWD, RK, and MM performed experiments. RLM, SWD, and GEJ analyzed the data. MR, SG, MT, and SAV conducted, analyzed, and interpreted the microfluidic lifespan assays. AJ and GEJ performed bioinformatic analyses of the RNA‐sequencing data. MP, BVS, and MSK aided in interpretation of data and provided advice. RLM, GEJ, and RHH wrote the manuscript with contributions from all other authors.

## Supporting information

Table S1 Click here for additional data file.

Supplementary Material Click here for additional data file.

Table S3 Click here for additional data file.

Table S4 Click here for additional data file.

Table S5 Click here for additional data file.

## Data Availability

The RNA‐sequencing data are available on GEO under the ID GSE149944. All other data are available in the manuscript or supplementary materials. Correspondence and requests for materials should be addressed to the corresponding author GEJ.

# Supplementary material for: Inhibition of the neuromuscular acetylcholine receptor with atracurium activates FOXO/DAF‐16‐induced longevity
**Source:** Aging Cell. 2021 Jul 6;20(8):e13381. doi: 10.1111/acel.13381
**Supplement:** Supplementary file 2 — Supplementary Material

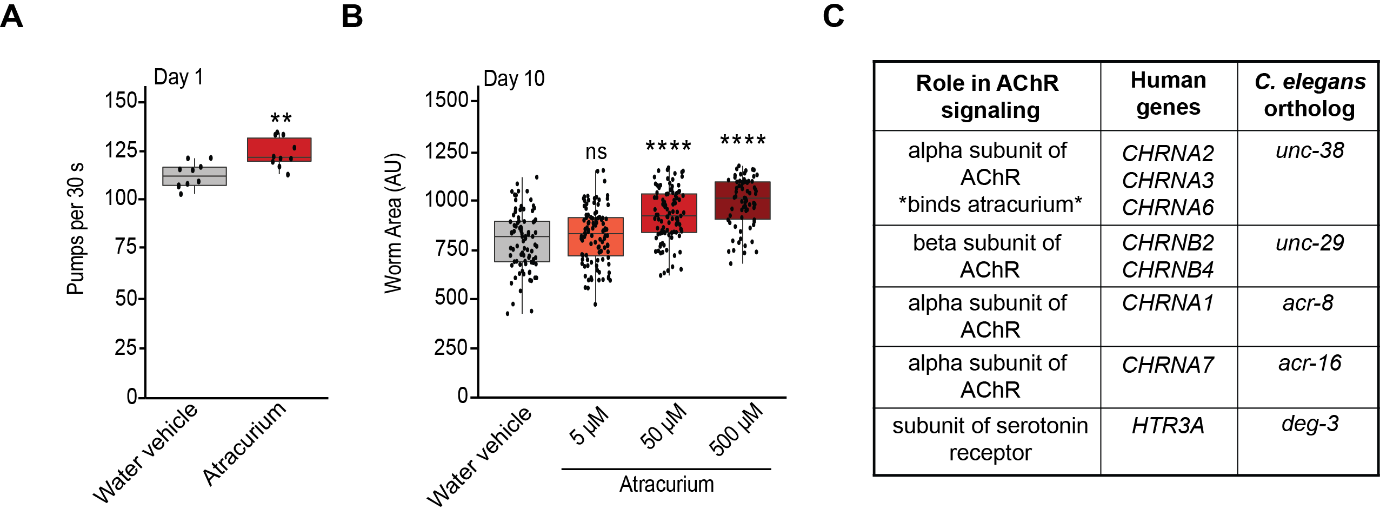

**Figure S1: Atracurium extends healthspan and lifespan by antagonizing the neuromuscular acetylcholine receptor.**

A) Pharyngeal pumping at day 1 of adulthood in control and atracurium (50 μM) treated N2 worms. Despite its clinical function as an anesthetic muscle relaxant, atracurium does not reduce pumping. For each condition, n=10 worms. Statistical significance is determined by unpaired t-test. B) Body size of atracurium-treated N2 worms at day 10 of adulthood. Increased concentration of atracurium causes increased body size in a dose-dependent manner (5 μM, 50 μM , 500 μM). For each condition, n=~70-110 measurements of ~50 worms. Statistical significance is determined by a one-way ANOVA, and represented p-values are each compared to the water vehicle. Healthspan statistics can be found in Table S3 ****p<0.0001, **p<0.01, ns - not significant. C) Table describing orthogolous ACh signaling genes in humans and *C. elegans*. In humans, atracurium binds the AChR alpha subunit encoded by the *CHRNA2* gene, *unc-38* in worms.

**
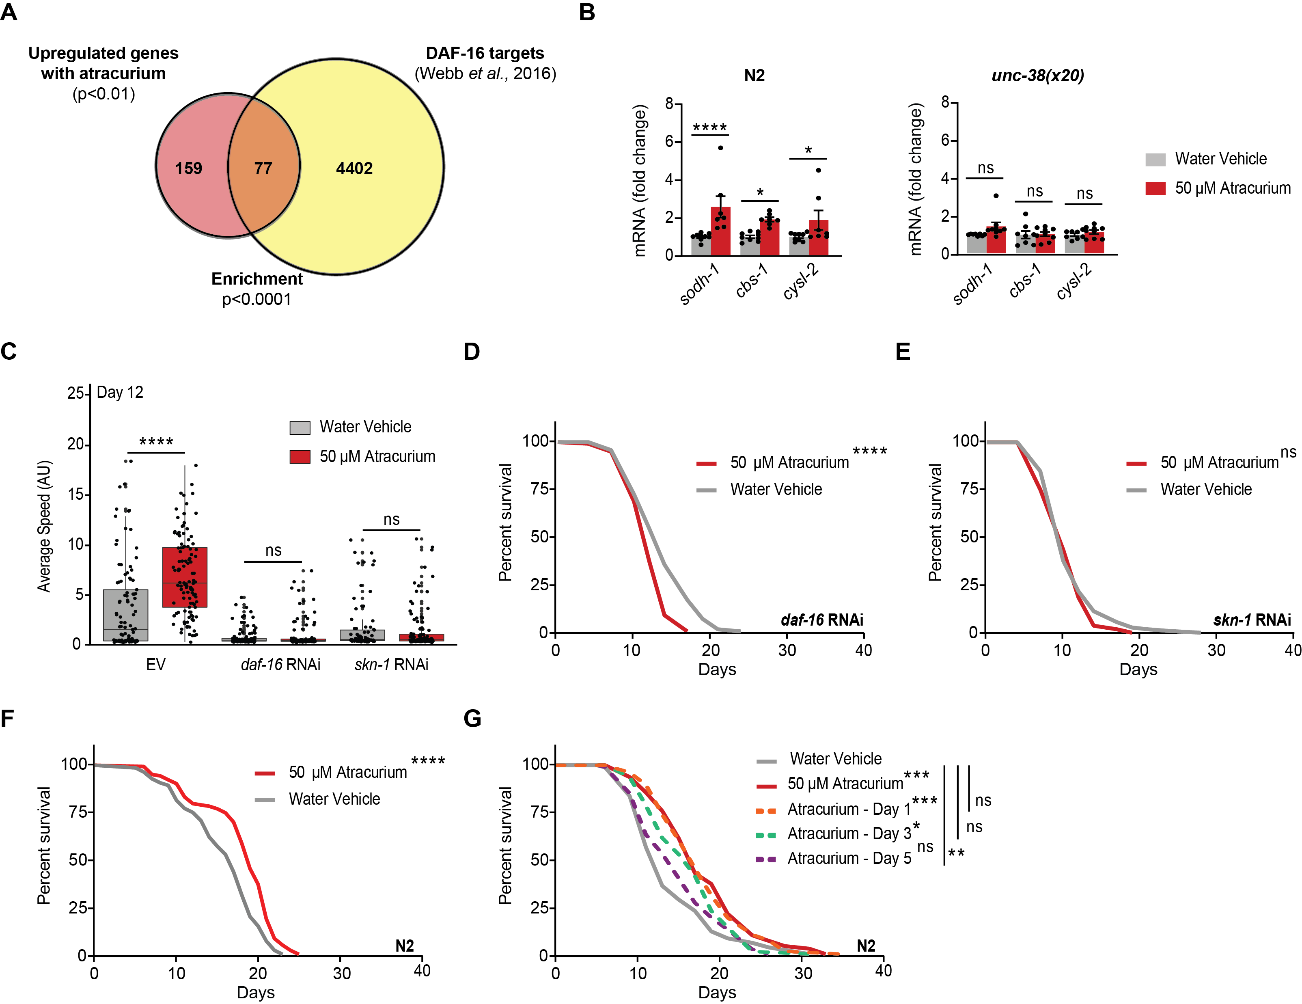
**

**Figure S2: Mechanism by which atracurium extends lifespan**

A) Venn diagram depicting overlap between upregulated genes from the RNA sequencing transcriptomics depicted in Figure 5 and genes upregulated upon *daf-16* overexpression (Webb et al., 2016). The differentially expressed genes with atracurium treatment were significantly enriched for DAF-16 target genes, as determined by a Fisher’s Exact test (p<0.0001). B) The transcript level of DAF-16 regulated genes upregulated with atracurium in Figure 5 in day 1 adult N2 and *unc-38(x20)* mutant worms upon atracurium treatment. The expression levels of all genes were normalized to reference genes *ama-1* and *cdc-42*, and compared with the mean value of untreated worms. Results were pooled from two independent experiments. Statistical significance is determined by two-way ANOVA. C) Mobility of atracurium-treated (50 μM) N2 worms upon empty vector, *daf-16* RNAi and *skn-1* RNAi treatment at day 12 of adulthood. Atracurium improves healthspan in control worms, but this effect is abolished in worms with *daf-16* or *skn-1* knockdown. For each condition, n=~80-110 measurements of ~50 worms. Statistical significance is determined by one-way ANOVA. See Table S3 for healthspan statistics. D) Survival curves showing that atracurium (50 μM) does not extend lifespan in presence of *daf-16* RNAi (atracurium shortens lifespan p<0.0001). E) Survival curves showing that atracurium (50 μM) does not extend lifespan in presence of *skn-1* RNAi. For each lifespan condition, n=120. F) Survival curves showing that atracurium (50 μM) extends lifespan in the absence of 5-fluouridine. Lifespan was measured using the microfluidics system of NemaLife Inc. Statistical comparisons of survival curves are determined by log-rank tests. For each condition, n=~150 worms. G) Survival curves showing that atracurium (50 μM) treatment beginning at L4 developmental stage, and day 1 and day 3 of adulthood extend lifespan, but beginning at day 5 of adulthood does not. For each condition, n=100 worms. Lifespan statistics are determined by log-rank tests. See Table S2 for lifespan statistics. ****p<0.0001, ***p<0.001, **p<0.01, *p<0.5, ns - not significant.

**Table S2: Lifespan Statistics**

*experiment represented in figure

^$^experiment was stopped amid the COVID-19 crisis, though all conditions reached the point of 50% viability

**Table S6: Primers used for HL1 mouse cardiomyocyte qPCR**

| **Gene** | **Forward (sequence 5’→3’)** | **Reverse (sequence 5’→3’)** |
| --- | --- | --- |
| **Reference gene** |  |  |
| *Gapdh* | GGTGCTGAGTATGTCGTGGA | GACGTGGTGGTTGACGAATC |
| **Target genes** |  |  |
| *Cat* | TTGACAGAGAGCGGATTCT | GCAAGCTAAGAGGTGTCAGT |
| *Ccng2* | AAAGGGCTGATCTTGATGGA | TTTGGCTTTGTGGACAGGAC |
| *Bcl6* | CTGCAGATGGAGCATGTTGT | AGCACCTCTTGTTATACGGT |
| *Scp2* | CCTGATATGGCAAAGGAAGC | CAAACCCTGACTGACCGTAA |
| *Foxo3* | TTCAAGGATAAGGGCGACAG | TTCATGTGGTTCTCGGCTCC |
| *Hspa1b* | TGGTGCTGACGAAGATGAAG | TTGCACGAGTAGAAGCTGGA |
| *Gadd45a* | GCTCAACGTAGACCCCGATA | GACGACGATGACCTCTTGCT |

**Table S7: Primers used for *C. elegans* qPCR**

| **Gene** | **Forward (sequence 5’→3’)** | **Reverse (sequence 5’→3’)** |
| --- | --- | --- |
| **Reference gene** |  |  |
| *cdc-42* | TCGACAATTACGCCGTCACA | AGGCACCCATTTTTCTCGGA |
| *ama-1* | AAGAAGGTCGCAGGTGGATG | GTGGTGGGACTGGAAGTACG |
| **Target genes** |  |  |
| *sodh-1* | ACACGAAGGAGCTGGAAGTG | TTCCGTGATCCATTGCGACA |
| *cbs-1* | AGACCGTACCGCTGACAAAG | GACTCCAACAACGCGAACAC |
| *cysl-2* | GAACTTGCACTGGAGTCGGA | AACTGTTTCATGTTGGCGGC |

How the deposited data were processed for this re-analysis (not part of the article)

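RNA sequencing was analysed from 4 samples of N2 worms treated with 50 μM atracurium and 4 samples given the water vehicle, each of about 1000 worms, after 24 h of treatment at day 1 of adulthood. Samples were assigned to groups from the treatment in their deposited labels and the design in the paper's methods. No other samples were used.

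The authors trimmed the reads, aligned them with HISAT2 to WBcel235 with the Ensembl release 91 annotation, and counted them per gene and by strand with HTSeq. They kept genes with more than 2 counts in at least 3 samples and deposited log2 CPM of 17521 genes, made with edgeR by the authors with library sizes normalized by the trimmed mean of M-values and a prior count. The deposited column names say CPM, but the values run below 0 and 2 to the power of each value, less that of the lowest value, is a whole multiple of a fixed step in each sample, so the authors' values are on the log2 scale. The prior count averaged 2 reads per gene. Fitted fold changes of genes with few reads depend on it, so ratios of reads or lower bounds are given for the genes named in the passages that had at most 3 reads in a water vehicle sample. The filter means that genes with fewer reads were not tested. Because reads are counted once per gene and not per unit of length, and libraries were made from fragmented polyadenylated RNA, differences in RNA integrity or fragment size between samples can enter the values as a trend with gene length.

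The test planned for a table of counts was not used, because the table holds log2 CPM, and limma 3.58.1 in R 4.3.3 was used on the deposited values, with a linear model of 2 groups, empirical Bayes moderation with a mean-variance trend (limma-trend), two-sided tests and Benjamini-Hochberg adjustment over the 17521 genes. Thresholds were an adjusted p of 0.05 and an unadjusted p of 0.01, as in the paper. No further filter was applied, so that an analysis without a filter on low genes is the same analysis. The whole reads were recovered from the deposited values, which gave the depth of each sample, from 27922986 to 60015200 reads on the genes in the table, and allowed limma-voom, the paper's own test, to be run as an alternative. Intervals for ratios of reads are 95% exact binomial intervals over the summed reads of each group, and a count of 0 was read as up to 3 reads per library. Both cover counting error only, since reads carry no molecular identifiers.

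PLS-DA was computed with mixOmics 6.26.0 with 2 components on scaled genes, with each sample left out in turn and over all 35 splits of the 8 samples into 4 and 4. Exact permutation tests over these splits were used for single values and set medians, and their smallest p is 0.029. Gene sets were tested with limma's camera, with an inter-gene correlation of 0.01, and with fry (with statmod 1.5.0). The 17 sets were the major sperm proteins, other sperm genes, cytochrome P450, glutathione S-transferase, UDP-glucuronosyltransferase, heat shock, P-glycoprotein, C-type lectin and cuticle collagen genes, vitellogenins, acetylcholine receptor subunits, muscle contractile genes, TCA cycle genes, reporter genes of DAF-16 and of SKN-1, oocyte and eggshell genes, and molting genes. Gene families made mainly outside sperm (ribosomal, mitochondrial ribosomal, neuropeptide, cytochrome c oxidase and *unc* genes) were listed later to test the trend with length. Adjusted p values of sets are corrected over the 17 sets.

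Genes are named in the text by a fixed rule: genes that the paper names in its results on RNA sequencing or labels in Figure 5b and 5d–f, the 5 higher and 5 lower genes with the smallest adjusted p whose groups do not overlap, *daf-16*, *skn-1* and the acetylcholine receptor genes of Figure S1C, and single genes of the sets. Part of Table S4 had been read when the rule was written. Coordinates and exonic lengths, the summed length of the union of a gene's exons, come from the Ensembl release 115 annotation of WBcel235, in which 17493 of the 17521 genes were found by identifier.

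The groups, tests, gene sets, thresholds, naming rule and alternatives were set before the data were examined, except the correction for gene length, the thinning of reads, the families outside sperm and the other tests that the closing section marks as chosen later. All columns of per-sample values were used. Alternatives were limma without the mean-variance trend, robust moderation, sample weights, limma-voom on the recovered reads, a common median, quantile normalization, a stricter filter (log2 CPM above 0 in at least 4 samples), the replicate number as a block, and each sample left out in turn. For the length correction, the lowess trend (span 0.3) of each gene's deviation from its mean over all samples on log2 exonic length was subtracted in each sample. For thinning, reads of every sample were drawn down to 27922986.

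The gene test was tested on simulated reads with the means and library sizes of the 17521 genes in 4 against 4 samples, of which 200 were changed. At an adjusted p of 0.05, 91.5% of the changed genes and 98% of those changed 4-fold were called. Unchanged genes made up 2.66% of the calls, and 0 genes were called when none was changed. The changed genes were drawn from genes above a minimum number of reads. They were changed by more than most genes in Figure 5e and 5f. Each gene varied on its own, without a length trend or a deviating sample. These rates therefore do not carry over to small changes or to variation shared between genes. The annotation clustering by DAVID and the overlap with DAF-16 targets were not repeated, and the target list was not used here.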

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

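The tests of gene length, sequencing depth, shared reads and the counting of few reads in this part were chosen after the results were seen.

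In atracurium replicate 4 the 18 muscle contractile genes lay apart from the other atracurium samples. Their median deviation from their mean over all samples was 0.215 on the log2 scale, against 0.01 to 0.03 in the other 3, and 17 of the 18 genes were above their mean. Among 120 groups of 4 samples examined in this way 3 held a sample past the critical value of Dixon's test, where chance gives about 1 in 20, or 6 groups, so such a sample is no more frequent here than by chance. A trend with gene length does not account for it, since the value was 0.208 after removal of the length trend, with the other samples between −0.04 and −0.002. Sequencing depth does not account for it either, since the value was 0.213 with all samples thinned to the same number of reads, although the gap then took 0.781 of the range, which is under the critical value of the test. The sample bears on the set as a whole: the adjusted p of the muscle set by camera was 5.22e-04 with all samples and 0.158 without this one. Fry did not pass the set either before (adjusted p of 0.0981) or after removal of the length trend (0.259), so it does not bear on length. The length correction raised the median log2 fold change from 0.07 to 0.09, which speaks against length. Camera still passed the set (adjusted p of 6.88e-04), which is weak evidence, since camera also passed sets in other splits of the samples. After the correction, however, 1 instead of 4 of the atracurium samples lay above all water vehicle samples. The exact permutation test of the median gave p = 0.029 before and 0.400 after. For the set as a whole an effect of length and an effect of atracurium cannot be told apart. The median was 0.10 without atracurium replicate 3. What sets this sample apart stays open, since the design names no difference within the atracurium group.

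The reads of a pair of genes in the water vehicle came from a single sample each. C01G12.5 had a log2 CPM of −2.97 in water vehicle replicate 3 and the floor of −4.15 in the other 3 samples, and the value rests on 2 reads. If reads fall in proportion to depth, both would lie in a single sample with a probability of 0.280, which is common enough to be consistent with counting alone. *cyp-35A1* had a log2 CPM of −3.05 in water vehicle replicate 2 and the floor in the other 3, from 4 reads. This sample was the deepest, with 39.8% of the reads of the water vehicle group, and the probability by counting alone was 0.0301. With 4 reads of a single gene, chosen because of this pattern, counting and a real difference between the samples cannot be told apart.

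The 6 vitellogenin genes, which code for yolk proteins and are not discussed in the paper, were higher with atracurium by camera (adjusted p = 9.04e-04 by limma's camera), all 6 with a higher mean and a median log2 fold change of 0.16. They are long, with a median exonic length of 4935 nt, and 3 of the 4 atracurium samples had a median above every water vehicle sample. With the length trend removed the median log2 fold change was 0.05 and the set was no longer past the threshold (adjusted p = 0.187 by camera). By fry the adjusted p was 0.122 before the correction. A trend with gene length is therefore a candidate explanation for the higher yolk genes, and a change in yolk expression was not shown apart from it.

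The 16 oocyte and eggshell genes, also not discussed in the paper, had a median log2 fold change of 0.09, with 14 of 16 genes higher and all 4 atracurium samples above all water vehicle samples (adjusted p = 2.32e-04 by limma's camera). Fry passed the set neither before (0.0909) nor after the length correction (0.236), so it does not bear on length. Camera on length-corrected values still gave an adjusted p of 0.00387, which is weak evidence against length as the whole cause. Camera also passed sets in other splits of the samples. However, the median fell to 0.05 and 1 of the 4 atracurium samples then lay above all water vehicle samples (exact permutation test of the median, p = 0.029 before and 0.143 after). With these values pointing both ways, a trend with length and a higher expression with atracurium cannot be told apart.

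*cyp-35A1* is not among the genes labelled in Figure 5b and was higher with atracurium with an adjusted p of 0.00652 by limma-trend, at 13 to 36 reads in the atracurium samples against 0 to 4. The adjusted p was 0.00215 after removal of the length trend and 0.00460 after thinning to equal depth, so neither length nor depth accounts for the difference. It was 0.0628 by limma-voom and 0.0590 without atracurium replicate 1, so the call depends on the test and on that sample. Of the other 4 *cyp-35A* genes, 1 (*cyp-35A5*) was higher at an unadjusted p under 0.01, with a log2 fold change of 0.68, and the lowest log2 fold change was −1.03. The reads of *cyp-35A1* rose by a ratio of 25.9 (95% exact binomial interval 9.79 to 97.3), so a fixed share of reads from these 4 genes, none of which rose nearly as much, does not account for the rise. Reads from the *cyp-35B* genes, which rose more, and a response of *cyp-35A1* itself cannot be told apart here, since sequences were not compared.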

How the results depend on the processing

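The removal of the length trend was chosen after the results were seen. Of the alternative with limma-voom and edgeR on recovered reads, limma-voom was run and the edgeR part was not, and an analysis without a filter on low genes is the analysis reported, since the table was already filtered.

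The number of genes at an adjusted p under 0.05 was 31. It was within 1.5 times of that with robust moderation (44), limma-voom (31), a common median (33), quantile normalization (32), the stricter filter (29) and the length correction (43). It was 16 without the mean-variance trend (15 higher, 1 lower) and 139 with sample weights (62 higher, 77 lower); the weights count atracurium replicates 2 and 4 less. With each sample left out it ran from 17 (without atracurium replicate 1) to 78 (without atracurium replicate 2, 38 higher and 40 lower). It was 18 and 20 without water vehicle replicates 2 and 3. At an unadjusted p under 0.01 there were 538 genes, 39.0% of them higher. Sample weights gave 1098, and leaving out a sample from 306 (without water vehicle replicate 3; 311 without replicate 2) to 883 (without atracurium replicate 4). The cause of these changes was not tested. A common median gave 299 higher and 272 lower genes (52.4% higher) and quantile normalization 284 and 267 (51.5%), against 210 and 328 in the main result. The common median moved the median log2 fold change of all genes from −0.01 to 0.05, so the balance of directions is set by the scaling.

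Of the 31 genes labelled in Figure 5b, 12 had an adjusted p under 0.05 in every setting and with every sample left out (C01G12.5, C08D8.1, *cpr-4*, *cyp-33C6*, *cyp-35B1*, *cyp-35B2*, *cyp-35B3*, *fmo-2*, *gst-5*, *pgp-13*, *pgp-14* and *sodh-1*), and all those tested kept their direction throughout. Over the genes named in the text, 300 of 340 values under the other settings kept direction and side of the threshold, 24 fell short of it, 11 newly passed and 5 changed sign; with a sample left out these were 255, 39, 2 and 8 of 304. The sign changes were all in acetylcholine receptor genes whose log2 fold changes were smaller than their standard errors. *unc-29* moved to −0.0279 with sample weights, *acr-8* to 0.0828 with sample weights, 0.0488 with a common median and 0.0823 with quantile normalization, and *deg-3* to 0.0273 with quantile normalization. With a sample left out, the log2 fold change ran from −0.0349 to 0.25 for *unc-38*, −0.0726 to 0.15 for *unc-29*, −0.11 to 0.16 for *acr-8*, −0.22 to 0.0205 for *acr-16* and −0.18 to 0.00468 for *deg-3*. None of these passed a threshold.

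The ratio of between-group to within-group sums of squares was 1.69, 2.28 over the 1000 most variable genes and 1.55 after the length correction, with an exact p of 0.029 each time. With a sample left out it ran from 1.41 (without water vehicle replicate 2) to 1.85 (without atracurium replicate 4), and without any 1 water vehicle replicate the exact permutation p was 0.057, while without any 1 atracurium replicate it was 0.029. PLS-DA assigned 7 left-out samples correctly, 7 with genes not scaled, 6 with the 1000 most variable genes and 5 after the length correction.

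Of the 17 gene sets 10 passed by camera, 4 by fry (cytochrome P450, heat shock, P-glycoprotein and the DAF-16 reporter genes) and 0 by camera with the correlation estimated from the data. The adjusted p by fry was 0.0670 for the major sperm proteins, 0.0782 for the other sperm genes, 0.0981 for the muscle genes and 0.0670 for the TCA cycle genes. With estimated correlation it was 0.210 for both sperm sets and cytochrome P450, 0.160 for heat shock, and 0.241 for the muscle and TCA cycle genes. These tests allow for genes of a set varying together between samples, which the preset correlation of 0.01 allows for less. The glutathione S-transferases had an adjusted p of 0.343, 3.93e-04 after the length correction, and turned to lower under the stricter filter (0.884). By camera, the P-glycoproteins turned to lower after the length correction (0.744) and the acetylcholine receptor subunits under the stricter filter (0.884) and the length correction (0.992), without passing. After the length correction 12 sets passed by camera, among them the UDP-glucuronosyltransferases as lower (0.0428) and not the vitellogenins. Over all sets, 58 of 85 values kept direction and side of the threshold, 18 fell short, 5 newly passed and 4 changed direction; with a sample left out these were 126, 1, 7 and 2 of 136. With a sample left out, the UDP-glucuronosyltransferases ran from 0.117 to 0.982 and changed direction without water vehicle replicate 2 or atracurium replicate 4, and the muscle genes ran from 8.76e-06 to 0.158 (without atracurium replicate 4). The cause was not tested.

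The samples share replicate numbers across the groups, but samples with the same number did not deviate together (correlations over genes of −0.015, −0.057, 0.005 and 0.036 for numbers 1 to 4), and nothing in the sources used here says that a number marks a shared batch. With the replicate number as a block, 20 genes passed an adjusted p of 0.05 (17 higher, 3 lower), 425 an unadjusted p of 0.01 and 10 gene sets by camera. Since the numbers mark no known batch, a call lost under the replicate block is not a weaker effect.

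Depth limits the genes with few reads most. *cyp-35B3* with 0 reads in the water vehicle has only a lower bound for its change, and *cyp-35A1*, with 4, was called by limma-trend but not by limma-voom (adjusted p of 0.0628).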

Differences from the paper's values

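The bars of Figure 5d–f lie closer to the deposited values read as log10 than to the same values on the log2 scale. The ratio of the group means of 10 to the power of the deposited log2 CPM was within 1.5 times of the bar for 31 of the 31 genes, while the ratio on the log2 scale was so for 11. The bars were 0.974 to 1.07 times the log10 ratios in panels e and f and 1.09 to 1.48 times in panel d. For *cyp-33C5* the bar is at about 67 in Fig. 5d, read by eye, where the ratio was 45.3 with the values read as log10 and 3.09 on the log2 scale. For *hsp-70* the bar is at about 21 in Fig. 5e, read by eye, against 20.9 and 2.81, and for *sodh-1* at about 12 in Fig. 5f, read by eye, against 11.9 and 2.11.

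The legend of Figure 5 gives an unadjusted p under 0.01 for every gene of panels d to f. By limma-trend this held for 26 of the 31 genes. The others were *ctl-1* with an unadjusted p of 0.0154, *hsp-1* with 0.0240, *hsp-4* with 0.0143, *aco-2* with 0.0107 and *idh-1* with 0.0160. By limma-voom, which the paper's methods name and which was set as an alternative before the data were examined, it held for all 31, with a largest unadjusted p of 0.00932.

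The paper names *hsp-70* among the significantly higher genes of Figure 5b. By limma-trend 30 of the 31 genes labelled there had an adjusted p under 0.05, and *hsp-70* had 0.0602. Among the alternatives set before the data were examined, it passed by limma-voom (adjusted p of 0.0442), robust moderation (0.0321), sample weights (0.0101), a common median (0.00997), quantile normalization (0.0470), and without water vehicle replicate 3 (0.0317) or atracurium replicate 2 (0.0161). It did not pass without the mean-variance trend (0.222), under the stricter filter (0.0821), or without any other single sample (0.0821 to 0.211). It also passed after the length correction (0.0181), which was chosen after seeing the values and drops 3 of the genes the paper labels, *icl-1*, *myo-1* and *myo-2*. In the other direction, *cyp-35A1* passed by limma-trend and is not labelled in Figure 5b, and it did not pass by limma-voom (0.0628).

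The areas of Figure S2A, for which the paper states no cutoff, sum to about 240 genes higher with atracurium, where limma-trend gave 210 and limma-voom 235 at an unadjusted p under 0.01.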

Other observations

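The tests of gene length, depth, shared reads and tissue were chosen after the results were seen, while the splits follow a rule for every result across genes and the test of development uses gene sets listed beforehand.

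The real split stood out from all others, which makes chance an unlikely source of the differences as a whole without excluding it. Its rank of 1 in 35 is the smallest share this comparison allows. The other splits mix samples of both groups, which can widen the spread on each side. Of the 35 splits of the 8 samples into 4 and 4, only the real one, 1 of 35, gave as many genes at an adjusted p under 0.05, and the same 1 of 35 held for the genes at an unadjusted p under 0.01 and for the number of gene sets passing by camera. The number of sets is a weaker contrast than the number of genes, since the other splits gave a median of 5 and up to 9 sets against 10.

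Short genes were lower and long genes higher with atracurium, which the paper does not report. The slope of a gene's deviation on log2 exonic length was −0.03, −0.11, −0.05 and −0.05 in the water vehicle samples and 0.04, 0.21, 0.004 and −0.02 in the atracurium samples, so that the groups did not overlap (exact permutation test, two-sided, p = 0.029). The difference of 0.115 fell to 0.0651 without atracurium replicate 2 (exact permutation test, p = 0.057). In genes of 256 to 512 nt, 85.8% had a lower mean with atracurium, and in genes over 4096 nt 10.3%. Sequencing depth does not account for the trend, which had an exact permutation p of 0.0286 after thinning. Less sperm RNA is a candidate explanation, since the sperm sets have a median exonic length of 384 and 440.5 nt, although the *spe* and *fer* genes among them are longer. Without the sperm sets the slopes still differed by 0.112 (exact permutation test, p = 0.029), but in 358 genes of families made in other tissues the difference of 0.154 had an exact permutation p of 0.114. The medians of the families over all samples ran the same way as the trend, with a median log2 fold change of −0.28 for the *rpl* and −0.27 for the *rps* genes, −0.10 for *mrpl*, −0.12 for *mrps*, −0.19 for *nlp*, −0.15 for *flp* and −0.28 for *cox* genes, which are short, and 0.10 for the long *unc* genes. These directions were the same with a common median and quantile normalization, but the falls of the *rpl*, *rps*, *nlp*, *flp* and *cox* genes rest largely on atracurium replicate 2, and those of the *mrpl* and *mrps* genes less so. Without it the medians were −0.08 for *rpl*, −0.08 for *rps*, −0.07 for *mrpl*, −0.09 for *mrps*, −0.05 for *nlp* and −0.10 for *cox* genes, and the *flp* genes turned to 0.06, while the *unc* genes stayed at 0.09. Atracurium replicate 4 lay above every water vehicle sample for the *rpl*, *rps*, *nlp* and *flp* genes, and the groups overlapped for the *cox* genes. All 4 atracurium samples lay below all 4 water vehicle samples for the *mrpl* and *mrps* genes, and above them for the *unc* genes. The gap was narrow for *mrpl* (0.0232 against 0.0236). The families outside sperm therefore point both ways. Less sperm alone, a difference in RNA integrity or fragment size between the groups, and an effect of atracurium on short transcripts cannot be told apart with these samples; values of RNA integrity were not used here.

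The lower sperm genes can be weighed against this trend. Depth does not account for them, since the major sperm protein set had an adjusted p of 1.80e-17 by camera after thinning. Shared reads between copies do not account for all of them: the 23 *spe* and *fer* genes, which lie outside the multigene families and have a median exonic length of 1586 nt, had a median log2 fold change of −0.29, with 18 of 23 lower and all 4 atracurium samples below all water vehicle samples (exact permutation p of 0.0286). Their median was −0.295 after removal of the length trend (exact permutation test, p = 0.029), so length does not account for these either. The size of this fall depends on single samples, with a median of −0.10 without atracurium replicate 2, −0.13 without water vehicle replicate 1 and −0.19 without water vehicle replicate 3, and it was −0.10 with quantile normalization. For the major sperm proteins length stays open. Camera still passed them after the correction (adjusted p of 3.63e-09), but the median fell from −0.77 to −0.34, and fry, which passed them neither before (0.0670) nor after it (0.125), does not bear on this. In addition, 340 other genes of like length and level had a median log2 fold change of −0.54 against −0.77 (exact permutation test of the difference over samples, p = 0.314), or −0.20 against −0.52 without atracurium replicate 2. Worms further in development at harvest may also have fewer sperm transcripts. The oocyte and vitellogenin sets were higher by camera but not by fry. Such a difference would need these rises, but neither was shown apart from length. The molting set, which could then be lower, was not (median log2 fold change 0.17, adjusted p of 0.108 by camera, toward higher). Its samples overlapped (exact permutation test, p = 0.371). The size of the molting difference depends on single samples. The set passed as higher without water vehicle replicate 3 (0.0482) or 4 (0.0112) or atracurium replicate 1 (0.0490) or 4 (0.0443). Its median fell to 0.08 without water vehicle replicate 1 (0.378), 0.11 without water vehicle replicate 2 (0.297) and 0.07 without atracurium replicate 3 (0.594). The median kept its sign with any sample left out, so a fall of the molting set was not seen. All samples were collected as adults, so later development need not bring such a fall. Because the samples of the groups also overlapped, the molting set does not decide on development. Development and an effect of atracurium on sperm genes therefore cannot be told apart. A hypothesis that remains is a modest decrease of sperm transcripts with atracurium, on top of a trend with length that enlarges it in the shortest genes.

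The same trend bears on sets the paper discusses. Camera passed the TCA cycle genes before and after the correction (adjusted p of 4.30e-06 after it). This is only weak evidence against length as the whole cause, since camera also passed sets in other splits of the samples. Fry passed them neither before (0.0670) nor after it (0.0828) and does not bear on length. Their median went from 0.09 to 0.07, and 3 instead of 4 of the atracurium samples then lay above all water vehicle samples (exact permutation test of the median, p = 0.029 before and 0.0571 after), so that a part for length in their rise stays open. By contrast the 20 genes in the complete lists, 3 of 4, of the innate immune response cluster in Table S5 all had an unadjusted p under 0.01 both before and after the correction, with medians of −0.59 and −0.59, and so did the 7 genes of the cuticle structure cluster. These lists were chosen by the paper from the same samples.

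Reporter genes often used for DAF-16 activity, 16 of 18 listed being in the table, were higher with atracurium by both set tests (median log2 fold change 0.18, 13 of 16 higher, adjusted p of 2.32e-05 by limma's camera and 0.00478 by fry) with all 4 atracurium samples above all water vehicle samples. The same held with length corrected (median 0.20, 3.69e-08 and 9.70e-04). With the correlation estimated from the data the adjusted p was 0.0510. These are not the targets the paper used, and *ctl-1* and *icl-1* in the list are named in the paper from these samples. The 13 SKN-1 reporter genes had a median of 0.07 (adjusted p of 0.108 by camera and 0.0981 by fry), which became 0.15 after the length correction (6.63e-04 and 0.0492), 0.13 with a common median, 0.017 with quantile normalization, 0.025 without water vehicle replicate 3 (0.101) and 0.040 without water vehicle replicate 2 (0.133). They passed by camera without water vehicle replicate 1 (median 0.10, 0.0438). Only *gst-4* among them is named in the paper. Whether the sets differ from each other was not tested.

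The transcripts of the regulators themselves changed little. *daf-16* had a log2 fold change of 0.10 (standard error 0.08, adjusted p = 0.613 by limma-trend) and *skn-1* of 0.09 (standard error 0.06, adjusted p = 0.511), and after the length correction these were 0.005 and 0.02. *unc-38*, the subunit whose loss the paper tests, had a log2 fold change of 0.15 (standard error 0.23, adjusted p = 0.818) at 42 to 111 reads per sample, so a change of this size was not distinguishable from the noise. *unc-29* (0.07), *acr-8* (−0.01), *acr-16* (−0.12) and *deg-3* (−0.07) were as close to 0. Of these, *unc-29*, *acr-8* and *deg-3* changed sign in some settings, and *acr-16* only with a sample left out. The 27 receptor subunits as a set had a median of −0.01 and a mean of 0.05 (adjusted p of 0.504 by camera), and the median turned to 0.05 with a common median, 0.10 with quantile normalization, and above 0 with several single samples left out.

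The other sets tested showed the following. The 15 P-glycoprotein genes had a median log2 fold change of 0.03 with 2 genes, including *pgp-13*, at an adjusted p under 0.05 (adjusted p of 0.154 by camera and 0.00134 by fry), and a median of −0.07 after the length correction (0.744 and 5.92e-05), and it also fell below 0 with several single samples left out, so no direction is given for the family as a whole. The 134 cuticle collagen genes were lower by camera but not by fry (median −0.17, 6.60e-06 and 0.255), with a median of −0.09 without atracurium replicate 2. The 152 C-type lectin genes (median −0.09, 0.0603 and 0.0554) passed neither test, with a median of 0.01 under quantile normalization. All 4 atracurium samples lay below all 4 water vehicle samples in their median (exact permutation test, p = 0.029). After the length correction 1 of them did (exact permutation test, p = 0.114). The lectin genes passed as lower by camera under the stricter filter (0.00726), without water vehicle replicate 2 (0.0141) and without atracurium replicate 4 (0.0398). The 65 UDP-glucuronosyltransferase genes did not pass either (median −0.02, 0.630 and 0.648), although after the length correction they were lower by camera (0.0428) and not by fry (0.259), and their median was 0.04 with a common median, 0.02 with quantile normalization and 0.01 without atracurium replicate 4.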
